# Tff1-expressing Tregs in lung prevent exacerbation of Bleomycin-induced pulmonary fibrosis

**DOI:** 10.3389/fimmu.2024.1440918

**Published:** 2024-09-02

**Authors:** Masaaki Okamoto, Ayumi Kuratani, Daisuke Okuzaki, Naganori Kamiyama, Takashi Kobayashi, Miwa Sasai, Masahiro Yamamoto

**Keywords:** Bleomycin, fibrosis, Treg, Tff1, VeDTR

## Abstract

Bleomycin (BLM) induces lung injury, leading to inflammation and pulmonary fibrosis. Regulatory T cells (Tregs) maintain self-tolerance and control host immune responses. However, little is known about their involvement in the pathology of pulmonary fibrosis. Here we show that a unique Treg subset expressing trefoil factor family 1 (Tff1) emerges in the BLM-injured lung. These Tff1-expressing Tregs (Tff1-Tregs) were induced by IL-33. Moreover, although Tff1 ablation in Tregs did not change the pathological condition, selective ablation of Tff1-Tregs using an intersectional genetic method promoted pro-inflammatory features of macrophages in the injured lung and exacerbated the fibrosis. Taken together, our study revealed the presence of a unique Treg subset expressing Tff1 in BLM-injured lungs and their critical role in the injured lung to ameliorate fibrosis.

## Introduction

Idiopathic pulmonary fibrosis (IPF) is a chronic progressive lung disease of unknown cause with a severe prognosis (1). No curative treatment has been established, and the therapeutic goal is primarily to slow the progression of disease (2). A chronic inflammatory response in the lungs has been observed in IPF, and the immune system is thought to be involved in the pathogenesis of the disease (3, 4). Bleomycin (BLM), a chemotherapeutic agent, is most widely used for rodent models of IPF since its pulmonary toxicity induces inflammation and fibrosis in the lung (5). In the BLM-induced fibrosis model, various types of immune cells including T cells are involved in the disease (6, 7). Among the T cell population, regulatory T cells (Tregs) maintain self-tolerance, suppress host immune responses, and control inflammation (8, 9). Dysfunction of Tregs in IPF has been identified (10), suggesting an antifibrotic role of Tregs. On the other hand, Tregs are known to produce TGF-β, which is a crucial profibrotic cytokine (11, 12), and are also recognized as a profibrotic mediator in IPF (13, 14). Several previous studies demonstrated the role of Tregs in the BLM-induced pulmonary fibrosis model, also raising conflicting claims. Some studies indicate that Tregs ameliorate fibrosis (15, 16) and others indicate that Tregs exacerbate fibrosis (17, 18). These differences might be due to the differences in investigation methods and strategies, but in any case, they suggest the importance of Tregs in the disease state of pulmonary fibrosis.

In this study, to gain a better understanding of the significance of Tregs in pulmonary fibrosis, we perform single-cell RNA-sequencing (scRNA-seq) and Bulk RNA-seq analyses, and reveal the appearance of Tregs uniquely expressing Trefoil factor 1 (Tff1) in the BLM-injured lungs. These Tff1-expressing Tregs (Tff1-Tregs) are induced by IL-33 *in vitro* and *in vivo*. Furthermore, using VeDTR system (19), an intersectional genetic method allowing labeling and removal of Tff1 and Foxp3 co-expressing cells, we demonstrate that conditional depletion of the Tff1-Tregs exacerbates fibrosis. Moreover, Tff1-Tregs play a crucial role in suppressing the inflammatory feature of monocytes and macrophages in fibrotic lungs. Collectively, our study reveals Tff1-Tregs that appear specifically in inflammatory/fibrotic lungs and their significance in suppressing pulmonary fibrosis.

## Results

### Tregs express Tff1 in BLM-injured lung

To explore immune cell status during pulmonary fibrosis unbiasedly, CD45^+^ cells from naïve and BLM-injured lungs were subjected to scRNA-seq analysis (**Figure 1** and **Supplementary Figure 1**). Datasets of Naïve lung and BLM-injured lungs post QC (**Supplementary Figure S1A**) were integrated, clustered and visualized by Uniform Manifold Approximation and Projection (UMAP) (**Supplementary Figures S1B, C**). To find Treg-specific events in pulmonary fibrosis, CD3^+^ cells-enriched clusters were applied to additional sub-clustering (**Supplementary Figure S1D** and **Figure 1A**). Among the T cell sub-clusters, cluster 5 was identified as the Treg cluster with high expression of Foxp3 (**Figures 1B, C**). In the BLM group, 267 genes were upregulated in the Treg cluster compared to other clusters, and 31 genes were upregulated in the BLM group compared to the naïve group within the Treg cluster. (**Figures 1D, E** and **Supplementary Tables 1**, **2**). Additionally, using Foxp3-reporter FDG mice (20), where GFP is expressed under the endogenous Foxp3 locus, bulk RNA-seq comparison of spleen and lung Tregs after BLM administration identified 395 genes as upregulated in lung Tregs (**Figure 1E** and **Supplementary Table 3**). 

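In FDG mice, GFP marks the cells that express Foxp3, the transcription factor of Tregs. On day 15 after 50 μg of intratracheal BLM, GFP+CD4+ cells were sorted from spleen and lung, and the cells of 3 mice were pooled into 1 library for each tissue. Full-length cDNA was made with SMART-Seq HT, a method for small amounts of RNA that amplifies cDNA by PCR and adds no molecular identifiers, and was sequenced as 75-base single-end reads. The authors mapped the reads to mm10 with TopHat 2.1.1 and calculated FPKM, the fragments of a gene scaled to its exon length and to all mapped fragments, with Cuffdiff 2.2.1. The deposited values are these FPKM for the same gene symbols in both libraries. The paper's text does not name the gene annotation or any scaling between the libraries. The FPKM summed to 599633 in the splenic library and to 808853 in the lung library, and 9542 and 10638 symbols respectively were listed at 0. Counts of reads are not part of these values, but the low values showed what 1 read was worth. Among genes with a single transcript length and 1 to 10 reads after rounding, FPKM multiplied by effective transcript length fell within 0.1 of a whole number of reads in 72.8% of genes in spleen and 75.1% in lung. At an effective length of 1 kb, 1 read corresponded to 0.0964 FPKM in spleen and 0.0849 FPKM in lung, and the reads estimated in this way summed to 9857273 in spleen and 12873846 in lung over the genes with a known length. At equal FPKM the lung library had 1.135 reads for each splenic read. Whether the FPKM were scaled to each library's own total is not known, so the total of mapped reads is not given. Read numbers below are estimates on this scale, and limits drawn from them cover counting error only, because PCR copies of one molecule are counted separately. With 1 library per tissue, no difference between the tissues has a replicate check, and no p-value is given. For each gene, FPKM under 0.1 were set to 0.1 in both libraries and the lung value was divided by the splenic value. The same floor gives the fold change in all 1998 rows that were read of Supplementary Table 3, of which 22348 further rows were not at hand.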

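With this rule, 395 genes exceeded a 20-fold higher value in lung Tregs, the threshold given in the legend of Figure 1E. In 199 of them the splenic value was listed at 0, in 58 it was above 0 but under the floor, and in 138 it was at or above the floor, so that in the first 2 groups the size of the fold depended on the floor. The list included 332 protein-coding genes among the 386 whose symbols matched the GENCODE M21 annotation, and 33 small non-coding RNA genes, mainly microRNA and small nucleolar RNA genes. Because a single read on a transcript barely longer than the read gives a very large FPKM, the small RNA genes held the 17 highest folds. The highest of all, Mir5136, was listed at 5554 FPKM in lung and rested on about 1 read. Of the 33 small RNA genes, 29 had fewer than 10 estimated reads in lung, with a median of 0.999 reads. Among the 388 genes of the list with a known transcript length, 191 had at least 100 estimated reads in lung. When each library was credited with at least 3 reads per gene, the number that a count of 0 allows, 250 of the 395 genes were still more than 20-fold higher, none of them a small RNA gene. That setting was chosen after the values had been seen. Among the settings fixed in advance, the count moved most with the floor and the pseudocount, from 867 genes with a floor of 0.01 FPKM to 78 with a pseudocount of 1 FPKM. Among genes with a splenic value above 0 and small RNA left out, the 5 highest folds belonged to Scgb1a1 (1.48 FPKM in spleen and 3021 in lung), Retnla (0.495 and 874), Trem2 (0.109 and 151), Spp1 (4.62 and 4560) and Plet1 (0.0589 and 97.2). Retnla, Trem2 and Plet1 rested on about 2.00, 0.978 and 0.904 reads in spleen, and with 3 reads in their place they were 1180-fold, 450.1-fold and 497-fold higher in lung. Scgb1a1 is a gene of airway club cells, and Spp1 and Plet1 are among the feature genes of the Chil3-expressing cluster in Supplementary Figure 1C.

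**Figure D1:**
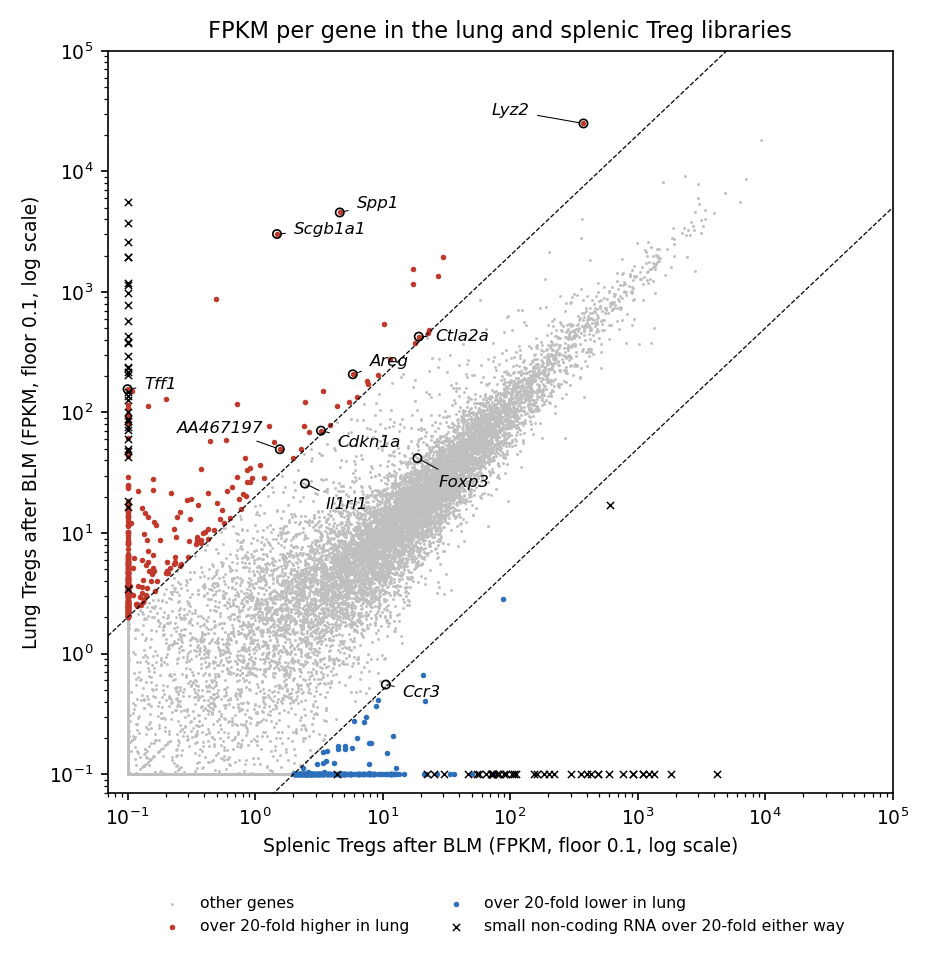
Each point is a gene, with its FPKM in splenic Tregs on the x axis and in lung Tregs on the y axis, both on a log scale and with values under 0.1 set to 0.1; the dashed lines mark a 20-fold difference in either direction. The 395 genes higher in lung lie above the upper line, with Tff1 at the splenic floor and at 156 FPKM in lung, and crosses mark small non-coding RNA genes.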

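The 395 genes were matched by symbol with the 267 genes of Supplementary Table 1, upregulated in the Treg cluster against other T cell clusters, and the 31 genes of Supplementary Table 2, upregulated in the Treg cluster after BLM against naïve mice. In the bulk libraries, 262 and 30 of these symbols respectively were listed. Only Tff1 was shared by all 3 lists. Areg, Cdkn1a and Ctla2a were shared with Supplementary Table 1 alone, AA467197 was shared with Supplementary Table 2 alone, and 390 bulk genes were in neither table. Ccr3, Dhrs3, Dst and Hspa2 were in both tables but not among the 395 genes. When symbols were also matched through synonyms, an alternative added after the values had been seen, Acod1 of Supplementary Table 1, listed as Irg1 in the bulk libraries at 0.243 FPKM in spleen and 13.6 in lung, was shared as well. Areg rose from 5.84 FPKM in spleen to 207 in lung, Ctla2a from 19.2 to 426, Cdkn1a from 3.29 to 70.7 and AA467197 from 1.56 to 49.6, which are 35.5-fold, 22.2-fold, 21.5-fold and 31.7-fold. Cdkn1a and Ctla2a fell under 20-fold when both libraries were rescaled to TPM or to equal upper quartiles, and Cdkn1a and AA467197 with a pseudocount of 1 FPKM. Areg and Ctla2a are also feature genes of the Il5-expressing cluster in Supplementary Figure 1C.
Tff1, a gene of 3 exons, lies on the minus strand of chromosome 17 of GRCm38 (mm10) from 31161395 to 31165277. It was listed at 156 FPKM in lung and at 0 in spleen, and the floored fold was 1561. Its exons span 703 nt in the GENCODE transcript, for which the lung value corresponds to about 909 reads and a count of 0 in spleen allows up to 0.585 FPKM, so that Tff1 was at least 267-fold higher in lung. With the first exon ended at 31165060, the end of the RefSeq gene, the transcript has 486 nt, the lung value corresponds to about 510 reads, and the difference is at least 150-fold. With every floor, pseudocount and scaling tried, Tff1 stayed more than 20-fold higher, but a filter for genes above 0 in both libraries removes it, because of its splenic value. It ranked 21 by fold among all genes, behind 18 small RNA genes, and 776 by FPKM in lung. The neighbouring trefoil factor genes were near or at 0, with 0.266 FPKM of Tff2 in spleen and 0 in lung, and 0 of Tff3 in both. Among 8 genes of mucous epithelial cells, Tff2 and Tff3 included, 7 were listed at 0 in lung and Muc5b was at 0.426 FPKM, whereas Scgb1a1 of club cells exceeded Tff1 in the same library. The paper's own log2 fold changes of Tff1 are 0.83 in Supplementary Table 1 and 0.64 in Supplementary Table 2. The paper used the intersection of these lists to select the gene for its further experiments.

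**Figure D2:**
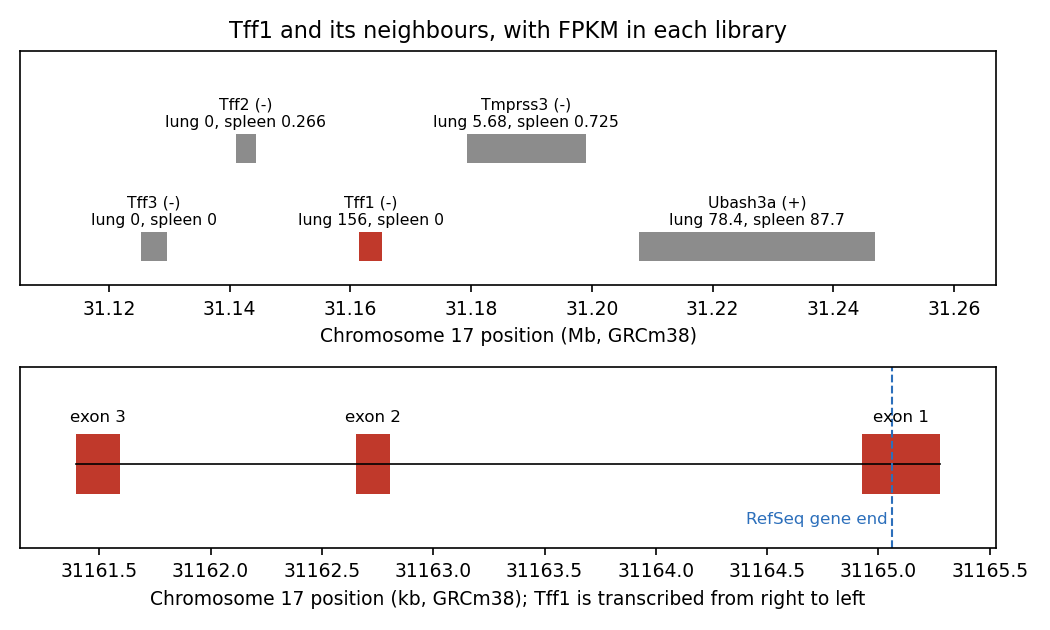
The upper map shows Tff1 and its neighbours on chromosome 17 of GRCm38 by position in Mb, with the strand and the FPKM of each gene in lung and spleen, and the lower map shows the 3 exons of Tff1 by position in kb, with the end of the RefSeq gene as a dashed line. Tff1 is the gene of the region with 156 FPKM in lung and 0 in spleen, between Tff2 and Tmprss3.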

Among the genes identified in these three comparisons, Tff1 remained as the only characteristic gene of BLM-lung Tregs (**Figure 1E**). In addition, Tff1 was scarcely expressed in other immune cells. (**Figure 1F** and **Supplementary Figure 1E**). To validate the *Tff1* expression found in the RNA-seq analyses, Tregs and Tconvs were collected from spleens and lungs of naïve and BLM-administered FDG mice and subjected to quantitative RT-PCR. Consistent with the RNA-seq analyses, *Tff1* expression was specifically upregulated in Tregs of BLM-injured lungs (**Figure 1G**). Also, Tff1 protein expression was observed in Tregs from BLM-injured lungs (**Figure 1H**). Collectively, these data suggest that lung Tregs specifically express Tff1 during BLM-induced pulmonary fibrosis. Therefore, we focused on Tff1-expressing Treg for further study.

**Figure 1:**
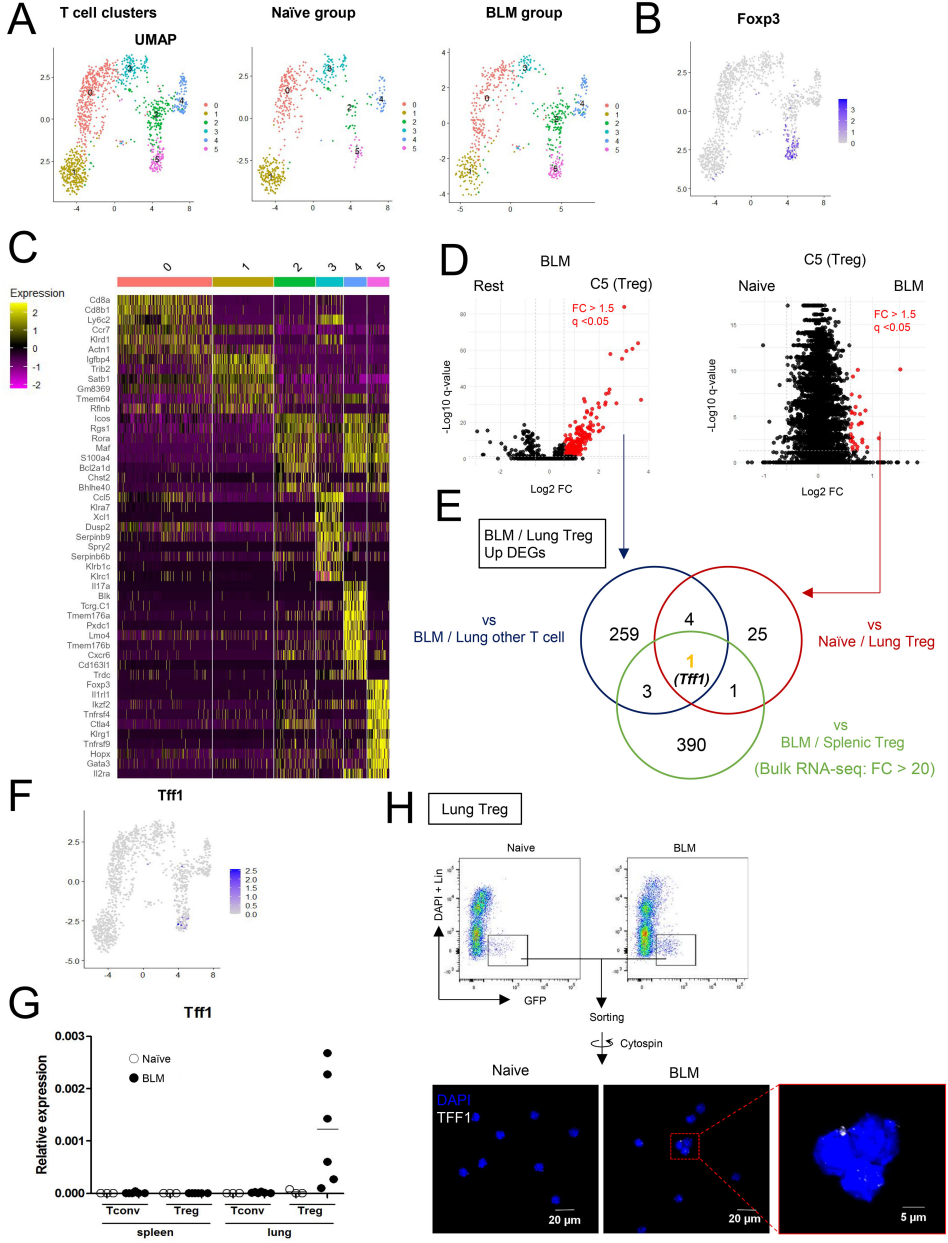
Lung Tregs express Tff1 in BLM-administered lung. **(A–F)** CD45^+^ cells from lungs of naïve and Bleomycin-administered WT mice were applied to scRNA seq analysis. Data shows pooled samples (n = 3 biologically independent mice). See also **Supplementary Figure 1** **(A)** UMAP plots of lung T cells indicating 6 clusters: whole (left), naïve group (center) and BLM group (right). **(B)** UMAP plots indicating Foxp3 expression. **(C)** Heatmap indicating feature genes of 6 clusters. **(D)** Volcano plots showing upregulated DEGs (FC > 1.5, q-value < 0.05) in the Treg cluster versus other clusters in the BLM group (left) and the Treg cluster in the BLM group versus the naïve group (right). DEGs lists are described in **Supplementary Tables 1**, **2**. **(E)** Venn diagram of upregulated genes of indicated samples. For Bulk RNA-seq analysis, GFP^+^ CD4 T cells (Tregs) from spleens and lungs of Bleomycin-administered FDG mice were isolated. Data shows pooled samples (n = 3 biologically independent mice). Transcriptome profiles of Bulk RNA-seq are described in **Supplementary Table 3** and upregulated DEGs of lung Tregs were identified by FC > 20. **(F)** UMAP plots indicating Tff1 expression. **(G)** GFP^-^CD4 T cells (Tconv) and GFP^+^CD4 T cells (Tregs) were isolated from spleens and lungs of naïve and BLM-administered FDG mice. *Tff1* expression was measured by Q-PCR. **(H)** Tregs (Lin (B220, CD8a, CD11b, CD11c, NK1.1)^-^DAPI^-^GFP^+^) were isolated from lungs of naïve and BLM-administered FDG mice, fixed and permeabilized, and stained with DAPI and α-Tff1 antibody.

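Foxp3, which lies on chromosome X of GRCm38 from 7573644 to 7595245 and drives GFP in these mice, was at 18.7 FPKM in the splenic and 41.8 in the lung library, about 691 and 1749 estimated reads. Cd4 was at 195 FPKM in spleen and 179 in lung, Cd3e at 513 and 369, Il2ra at 89.4 and 59.1, and Actb at 1325 and 1242. To place groups of genes, the median log2 ratio of each list was ranked among 10000 random lists of as many genes matched on mean expression, which describes these 2 libraries and is no test across mice. The marker lists were written after the first rows of Supplementary Table 3, which is sorted by fold, had been read, so they are not independent of these ratios. A list of 10 T cell genes had a median log2 ratio of -0.066, at percentile 1.59. A list of 12 core Treg genes, among them Foxp3 and Ctla4 (221 and 601 FPKM), had a median of 0.72, at percentile 99.5. Of these genes 7 were higher in lung and others were lower, such as Lrrc32 (69.4 and 30.4 FPKM) and Izumo1r (512 and 318), and 10 are also in Supplementary Table 1 or 2. All 14 genes of a list of tissue Treg genes were higher in lung, with a median of 2.08 above every random list, whereas 10 genes of lymphoid Tregs had a median of -0.65, below every random list. Of the tissue Treg genes, 12 are also in Supplementary Table 1 or 2. The genes of Supplementary Table 1 had a median log2 ratio of 0.60, above every random list, and 202 of the 262 listed were higher in lung. Those of Supplementary Table 2 had a median of 0.14, at percentile 71.9, and this median became -0.29 after rescaling to TPM, which lowered the log2 ratios of genes above the floor in both libraries by 0.43. Genes of other cells were present too. All 12 genes of a macrophage list were higher in lung, with a median of 2.69, and Lyz2, at 24947 FPKM, was the most highly expressed gene of the lung library, against 376 FPKM in spleen. The 8 genes of a B cell list were lower in lung, with a median of -1.11 over the 7 genes at 1 FPKM or more.

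**Figure D3:**
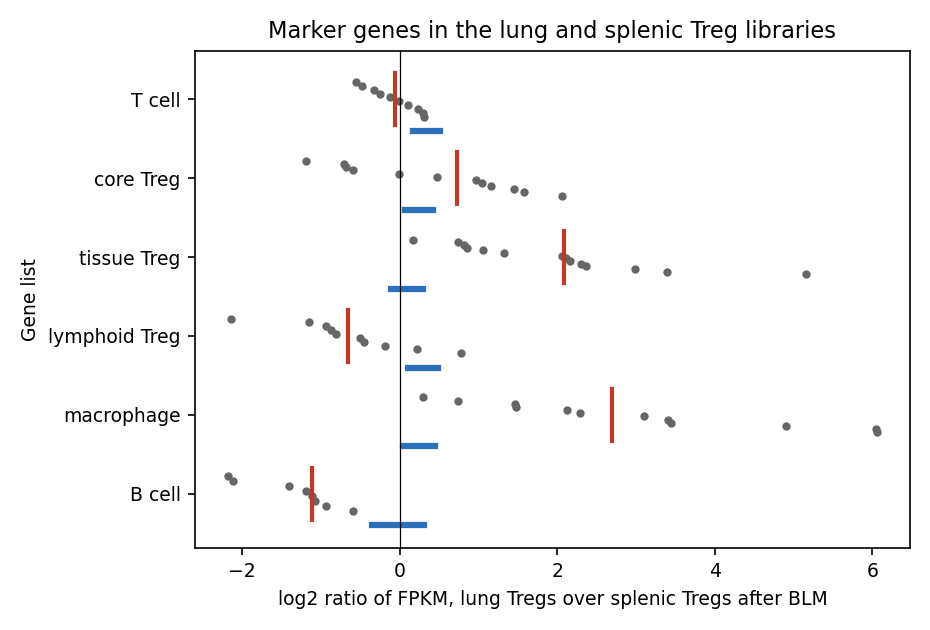
Each grey point is the log2 ratio of FPKM, lung Tregs over splenic Tregs after BLM, of one gene of a marker list, with values under 0.1 FPKM set to 0.1 and points of a list spread vertically in order of value. Red lines are the medians and blue bars the median of the medians of matched random lists, plus and minus 1 SD; tissue Treg and macrophage genes lie to the right of their bars, and lymphoid Treg and B cell genes to the left.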

### Tff1 expression in Tregs has no impact on the status of BLM-induced fibrosis

Tff1 is a kind of peptide hormone mainly secreted by gastric epithelial cells and is considered to be involved in the protection and repair of gastric mucosa (21, 22). However, less is known about the Tff1 expression in Tregs and its involvement in fibrosis. Therefore, to investigate the role of Tff1 in Tregs during pulmonary fibrosis, we generated Foxp3-Cre/*Tff1* ^fl/fl^ mice, in which Tff1 expression in Tregs was specifically disrupted (**Supplementary Figures 2A, B**). Control *Tff1* ^fl/fl^ mice and Foxp3-Cre/*Tff1* ^fl/fl^ mice were administered BLM. At 21 days post BLM administration, the degree of pulmonary fibrosis was evaluated by hydroxyproline quantification (**Supplementary Figure 2C**). However, hydroxyproline levels were comparable between control *Tff1* ^fl/fl^ mice and Foxp3-Cre/*Tff1* ^fl/fl^ mice (**Supplementary Figure 2C**). Similarly, there was no obvious difference in histopathologic inflammation and collagen deposition between the two groups (**Supplementary Figure 2D**). These data suggest that Tff1 expression itself in Tregs is not important for the condition of BLM-induced pulmonary fibrosis.

### Generation of mice targeting Tff1-expressing Tregs

Since we failed to find the role of Tff1 expression in Tregs, we next tried to investigate the role of Tff1-expressing Tregs (Tff1-Tregs) directly. To achieve this, we utilized the VeDTR system (19) and generated Foxp3-Cre/Tff1-Flp/VeDTR mice, in which Tff1-Tregs can be selectively labeled by YFP and depleted by DT treatment (**Figure 2A** and **Supplementary Figure S2E**). We administered BLM into the lungs of Foxp3-Cre/Tff1-Flp/VeDTR mice and measured YFP expression in lung CD4^+^ T cells (**Figure 2B**). As expected, YFP^+^ CD4^+^ T cells appeared in the lungs in response to BLM, whereas they were not detected in the lungs of naïve mice (**Figures 2B, C**). Moreover, YFP^+^ CD4^+^ T cells were preferentially localized in the lungs compared to other tissues in BLM-treated Foxp3-Cre/Tff1-Flp/VeDTR mice (**Figure 2D**). When we measured the presence of YFP^+^ CD4^+^ T cells in a time-dependent manner following the administration of BLM, percentages of YFP^+^ cells exhibited a temporal increase particularly during the transition period from the inflammatory phase to the fibrosis phase (**Figure 2C**) (23). On the other hand, following the disease peak on days 21-28 (23), YFP^+^CD4^+^ T cells began to decrease (**Figure 2E**). Taken together, these data suggest the relevance of Tff1-Tregs in the pathogenesis of BLM-induced pulmonary fibrosis.

**Figure 2:**
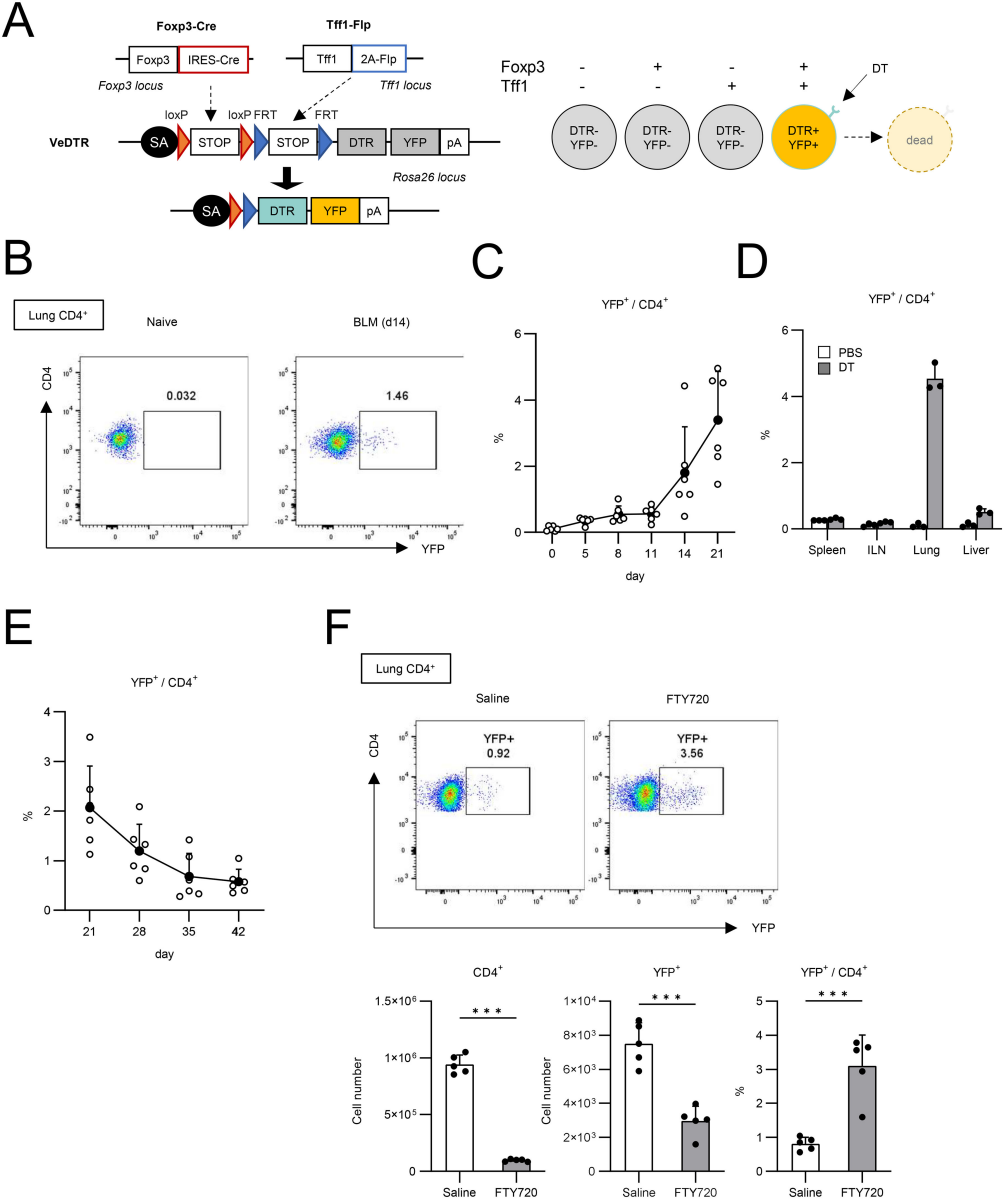
Generation of Foxp3-Cre/Tff1-Flp/VeDTR mice. **(A)** The genome editing strategy of Foxp3 and Tff1-dependent intersectional expression of YFP and DTR. **(B–F)** Foxp3-Cre/Tff1-Flp/VeDTR mice were i.t. administered with BLM. **(B, C)** Frequency of YFP^+^ in lung CD4^+^ T cells was measured over time. **(B)** Representative plot of day 0 (naïve) and day 14 post BLM administration. **(C)** Total results in indicated time points (n = 6 each). **(D)** Foxp3-Cre/Tff1-Flp/VeDTR mice were i.t. administered with PBS or BLM (n = 3 each). Frequency of YFP^+^ in CD4^+^ T cells of indicated tissues was determined on d21. **(E)** Frequency of YFP^+^ in lung CD4^+^ T cells was measured at indicated time points (n = 6 each). **(F)** Saline or FTY720 (4 µg) or daily i.p. administered in BLM-treated mice from day 0 (n=5 each). Frequency of YFP^+^ in CD4^+^ T cells of indicated tissues was determined on d14 Data means with SD. significance assessment: unpaired two-tailed Student’s t-test. ***; p<0.001.

Furthermore, we investigated whether these Tff1-Tregs were produced locally in the lung or came from the circulation (**Figure 2F**). Administration of FTY720, a T cell circulation inhibitor, reduced the number of CD4^+^ T cells in BLM-injured lungs by approximately 90%, whereas the reduction in the number of YFP^+^CD4^+^ cells was limited to around 60%, resulting in an increased proportion of YFP^+^CD4^+^ cells (**Figure 2F**). These data suggest that lung-localized Tregs are more likely to differentiate into Tff1-expressing Tregs.

### TGF-β and IL-33 induce Tff1 expression in lung Tregs

Since utilizing Foxp3-Cre/Tff1-Flp/VeDTR mice enables us to detect Tff1-Tregs by YFP expression, we sought to explore the molecular mechanism by which Tff1-Tregs can be induced *in vitro* (**Figure 3**). CD4^+^ CD25^+^ cells in naïve lymphoid tissues, such as spleen and lymph nodes, are considered as Tregs (24). To test whether CD4^+^ CD25^+^ cells in naïve lungs also can be considered as Tregs, we compared Foxp3 expression in CD25^+^ cells between splenic CD4^+^ T cells and lung CD4^+^ T cells in FDG mice (**Figure 3A**). Given that the expression of Foxp3 in lung CD4^+^ CD25^+^ cells was comparable to that in splenic CD4^+^CD25^+^ cells (**Figure 3A**), CD4^+^ CD25^+^ cells from naïve lungs were utilized as lung Tregs in subsequent analyses. In addition, lung Tregs expressed a higher level of ST2 (also known as IL-33 receptor) than splenic Tregs (**Figure 3B**), as previously reported (25, 26). In BLM-induced pulmonary fibrosis, IL-33 is expressed in the lung and promotes injury and fibrosis (27). Therefore, we investigated whether IL-33 is involved in the induction of Tff1 expression in Tregs. YFP^-^ CD4^+^ CD25^+^ cells were isolated from the spleens and lungs of naïve Foxp3-Cre/Tff1-Flp/VeDTR mice and cultured *in vitro* in the presence of IL-33 and/or TGF-β (**Figure 3C**). Stimulation of IL-33 or TGF-β alone failed to induce YFP (Tff1) expression in lung Tregs. On the other hand, it was noteworthy that the combination of both IL-33 and TGF-β successfully induced YFP expression in lung Tregs, but not in splenic Tregs (**Figure 3C**). Unexpectedly, α-CD3/CD28 stimulation did not promote Tff1-Treg induction by IL-33 and TGF-β, but rather inhibited it (**Figure 3C**).

**Figure 3:**
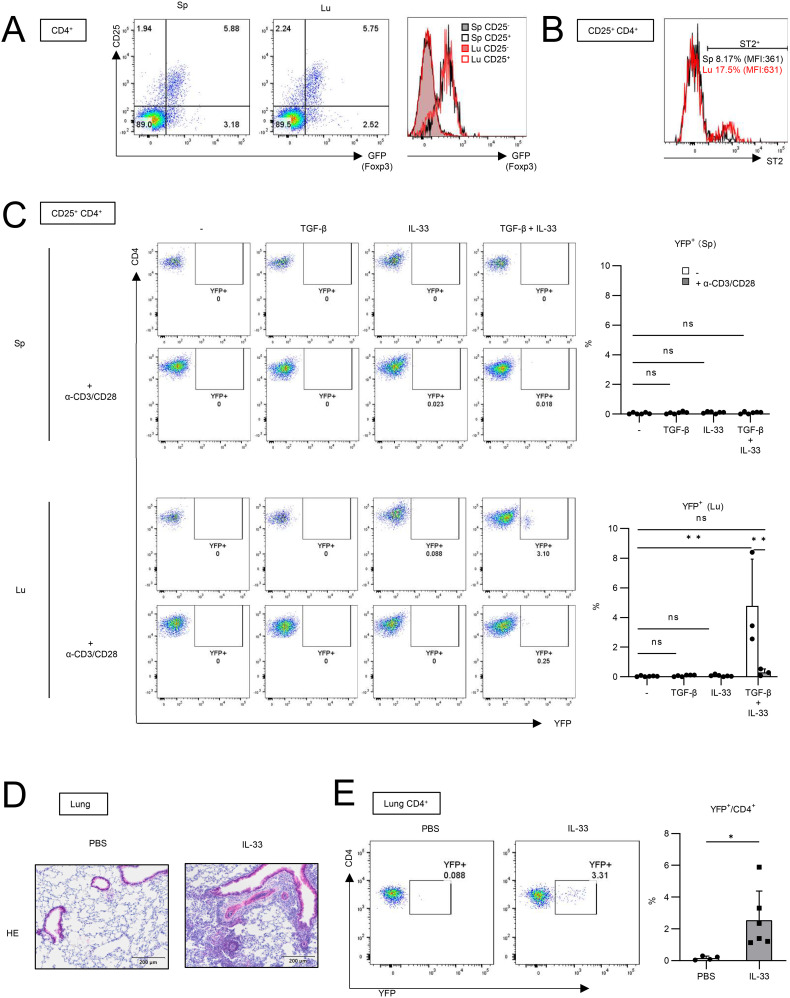
IL-33 is involved in Tff1 expression in lung Tregs *in vitro* and *in vivo*. **(A)** CD25 and GFP expression in CD4^+^ T cells from spleen (Sp) and lung (Lu) of naïve FDG mice were measured. Representative plot of two independent experiments. **(B)** ST2 expression in CD25^+^CD4^+^ T cells from spleen and lung of naïve Foxp3-Cre/Tff1-Flp/VeDTR mice was measured. Representative plot of two independent experiments. **(C)** YFP^-^CD25^+^CD4^+^ T cells from lung of naïve Foxp3-Cre/Tff1-Flp/VeDTR mice (n = 3) were cultured in the presence of indicated cytokines and α-CD3/CD28 antibody-bounded Dynabeads. 6 days later, YFP expression was measured. Representative plot (spleen: top left, lung: bottom left), and total result (spleen: top right, lung: bottom right). **(D, E)** Foxp3-Cre/Tff1-Flp/VeDTR mice were i.n. administered PBS (n = 4) or IL-33 (n = 6). **(D)** Representative image of HE staining of lung section. **(E)** Frequency of YFP^+^ in lung CD4^+^ T cells were measured Data of **(C, E)** are means with SD. significance assessment: **(C)** One-way ANOVA with a post-Tukey’s test and **(E)** unpaired two-tailed Student’s t test. **; p<0.01, *; p<0.05 and ns; not significant.

Next, we investigated whether IL-33 can induce Tff1-Tregs *in vivo.* Intranasal administration of IL-33 has been shown to induce pulmonary inflammation including the accumulation of eosinophils, resulting in asthma (28, 29). IL-33 was also reported to induce TGF-β expression from eosinophils or lung epithelium (30, 31). When we intranasally administered IL-33 into Foxp3-Cre/Tff1-Flp/VeDTR mice, the IL-33 treatment successfully induced pulmonary inflammation (**Figure 3D**). Then, we found that YFP^+^ CD4^+^ cells significantly increased in the IL-33-administered lung (**Figure 3E**).

Since TGF-β and IL-33 appeared to be important factors for inducing Tff1-Tregs, we measured their expression in the BLM-treated lungs (**Supplementary Figure 3A**). TGF-β expression closely resembled the kinetics of Tff1-Treg increase, showing a gradual increase over time (**Figure 2C** and **Supplementary Figure S3A**). On the other hand, IL-33 exhibited transient high expression at an earlier time (**Supplementary Figure S3A**). Furthermore, to determine whether TGF-β and IL-33 are essential for the induction of Tff1-Tregs *in vivo*, we examined YFP expression during BLM treatment with IL-33 and TGF-β neutralizing antibodies. α-IL-33 antibody alone did not change the frequency of YFP^+^ cells. In contrast, α-TGF-β antibody reduced the frequency of Tff1^+^ Tregs. The effect was comparable between α-TGF-β antibody alone and the combination with α-IL-33 (**Supplementary Figure 3B**). These data suggest that TGF-β and IL-33 are essential and dispensable for inducing Tff1-Tregs *in vivo*, respectively.

### Depletion of Tff1-Tregs exacerbates pulmonary fibrosis

Although Tff1-Tregs appeared in inflamed lungs (**Figures 1** **–** **3**), how these cell types impact the pathology remained unclear. To address this question, we assessed the effect of Tff1-Treg depletion on the severity of pulmonary fibrosis. DT treatment in BLM-administered Foxp3-Cre/Tff1-Flp/VeDTR mice efficiently depleted YFP^+^ cells in the lungs (**Figure 4A**). When evaluating the effect of Tff1-Treg depletion by DT, naïve lungs did not exhibit a change in hydroxyproline levels or histopathology by DT treatment (**Figures 4B, C**). Notably, DT treatment in BLM-administered mice showed increased hydroxyproline levels and severe histopathological inflammation and collagen deposition in the lungs (**Figures 4B, D**). Taken together, these results indicate that Tff1-Tregs play a protective role in preventing the exacerbation of BLM-induced pulmonary fibrosis.

**Figure 4:**
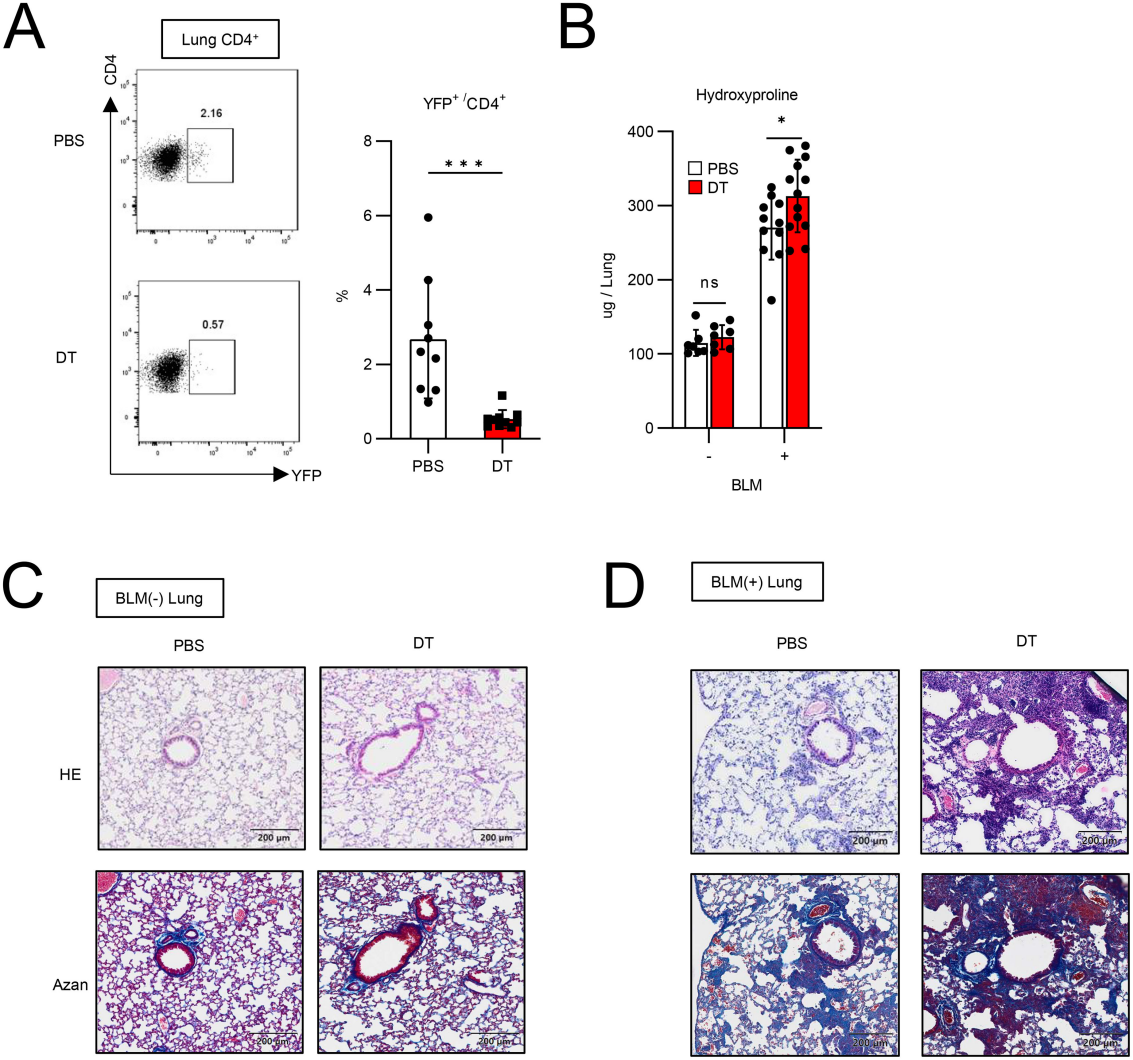
Ablation of Tff1-Tregs progress fibrosis. **(A–D)** Foxp3-Cre/Tbff1-Flp/VeDTR mice were administered or not administered BLM. PBS or DT (100ng) was i.p. administered every 3 days from day 7. Each analysis was conducted on day 21. **(A)** The frequency of YFP^+^ cells in lung CD4^+^ T cells was measured by flow cytometry. Representative plot (left) and total results (right) (PBS: n = 9, DT: n = 10). **(B)** Hydroxyproline levels in lung were measured. (BLM(-) PBS: n = 7 BLM(-) DT: n = 7, BLM(+) PBS: n = 11, BLM(+) DT: n = 13). **(C)** HE and Azan staining of lung section of BLM-non-administered mice and **(D)** BLM-administered mice. Data of **(A, B)** are means with SD. significance assessment: unpaired two-tailed Student’s t test. ***; p<0.001, *; p<0.05 and ns; not significant.

### Tff1-Tregs depletion increases neutrophils and inflammatory myeloid cells

Next, we explored the mechanism by which Tff1-Tregs suppress exacerbation of BLM-induced pulmonary fibrotic conditions. To unbiasedly search for changes in the landscapes of multiple immune cell populations in the lungs induced by the depletion of Tff1-Tregs, we next employed cytometry by time-of-flight (CyTOF). The landscape of lung CD45^+^ cells of PBS- and DT-treated BLM-administered Foxp3-Cre/Tff1-Flp/VeDTR mice was visualized by UMAP and annotated each aggregated population by immune cell markers (**Figure 5A** and **Supplementary Figure 4**). Among them, when comparing the DT group to the PBS group, four distinct populations clearly decreased (a: CD4^+^T-2) or increased (b: CD11b^+^/CD11c^+^, c: CD11b^+^-1, d: CD11b^+^-2) in the DT group (**Figure 5B**). The decreased population “a” was CD4^+^ Foxp3^+^ T cells, which appears to reflect the depletion of Tff1-Tregs by DT treatment, while another CD4^+^ population (CD4^+^ T-1) was likely to be Foxp3-negative Tconvs (**Figure 5C**). Of the increased populations, population “b” was a group of cells with varying expressions of CD11b, CD11c, and Ly6C, indicating that they were likely composed of a mixed population of myeloid cells including monocytes and macrophages such as alveolar macrophages (AMs) (**Figure 5D**). In particular, CD80 and CD86 highly expressing cells were increased in the population “b” of the DT group (**Figure 5D**), suggesting that Tff1-Treg depletion might enhance the inflammatory phenotype of these cells. Given that CD11b and Ly6G were highly expressed, the population “c” was likely neutrophils (**Figure 5E**). Regarding population “d”, we could not characterize them beyond their identification as CD11b^+^ cells with our panel design (**Figure 5F** and **Supplementary Figure 4**).

**Figure 5:**
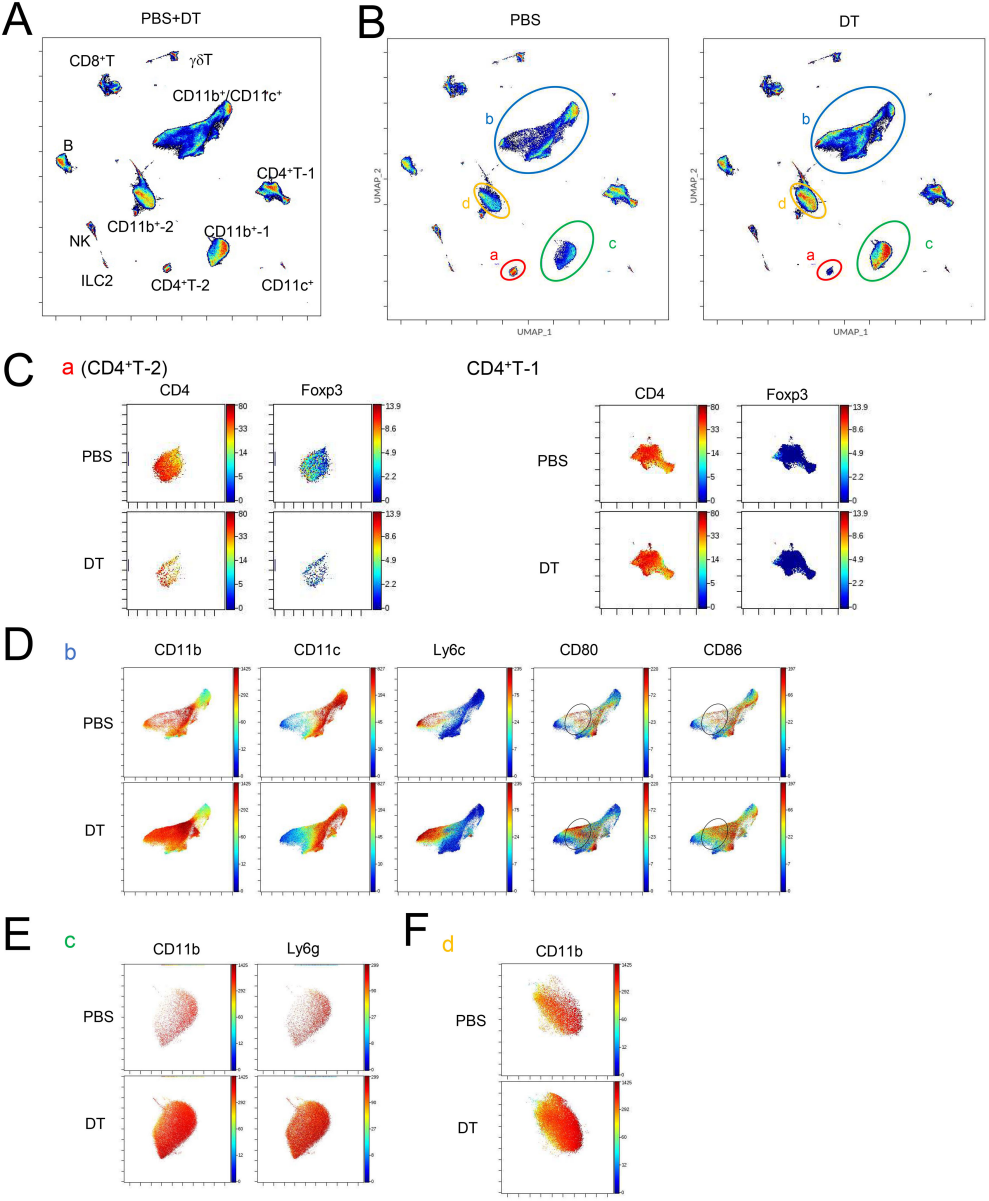
Ablation of Tff1-Tregs changes immune landscape. **(A–D)** Foxp3-Cre/Tbff1-Flp/VeDTR mice were administered BLM. PBS or DT (100ng) was i.p. administered every 3 days from day 7 (n = 3 each). Lung CD45^+^ cells were subjected to CyTOF analysis on day 21. UMAP-plot **(A)** of whole condition and **(B)** of PBS (left) and DT condition (right). Expression of indicated genes in **(C)** population “a” and CD4^+^ T-1, **(D)** “b” **(E)** “c” and **(F)** “d”, which are annotated in **(B)**. See also **Supplementary Figure 3**.

Next, we confirmed the validity of the results obtained from CyTOF using flow cytometry (**Figure 6**). We classified lung CD45^+^ cells into neutrophils (Gr1^hi^ Ly6G^+^ CD11b^+^), monocytes (Gr1^hi^ Ly6G^-^ CD11b^+^), eosinophils (SiglecF^+^ CD11c^-^), MHCII^-^ CD11b^+^ cells, MHCII^+^ CD64^-^ CD11b^+^ cells, MHCII^+^ CD64^+^ CD11b^+^ cells, which are typical interstitial macrophages (IMs), and AMs (SiglecF^+^ CD11c^+^) (**Figure 6A**), and compared their cell numbers in PBS- or DT-treated BLM-administered Foxp3-Cre/Tff1-Flp/VeDTR mice (**Figure 6B**). The numbers of neutrophils, monocytes and MHCII^+^ CD64^-^ CD11b^+^ cells significantly increased in DT-treated mice (**Figure 6B**). In addition, when comparing CD80 and CD86 expression, CD80 expression was significantly increased in MHCII^-^ CD11b^+^ cells, MHCII^+^ CD64^-^ CD11b^+^ cells and IMs from the DT-treated mice compared to those from the PBS-treated mice (**Figure 6C**). CD86 expression was also markedly increased in monocytes and MHCII^+^ CD64^-^ CD11b^+^ cells from the DT-treated mice (**Figure 6C**), indicating that depletion of Tff1-Tregs enhances inflammatory phenotypes of macrophages and monocytes in the inflamed lungs. Collectively, these data suggest that Tff1-Tregs may suppress the accumulation of neutrophils and the inflammatory state of macrophages and monocytes to prevent the exacerbation of fibrosis.

**Figure 6:**
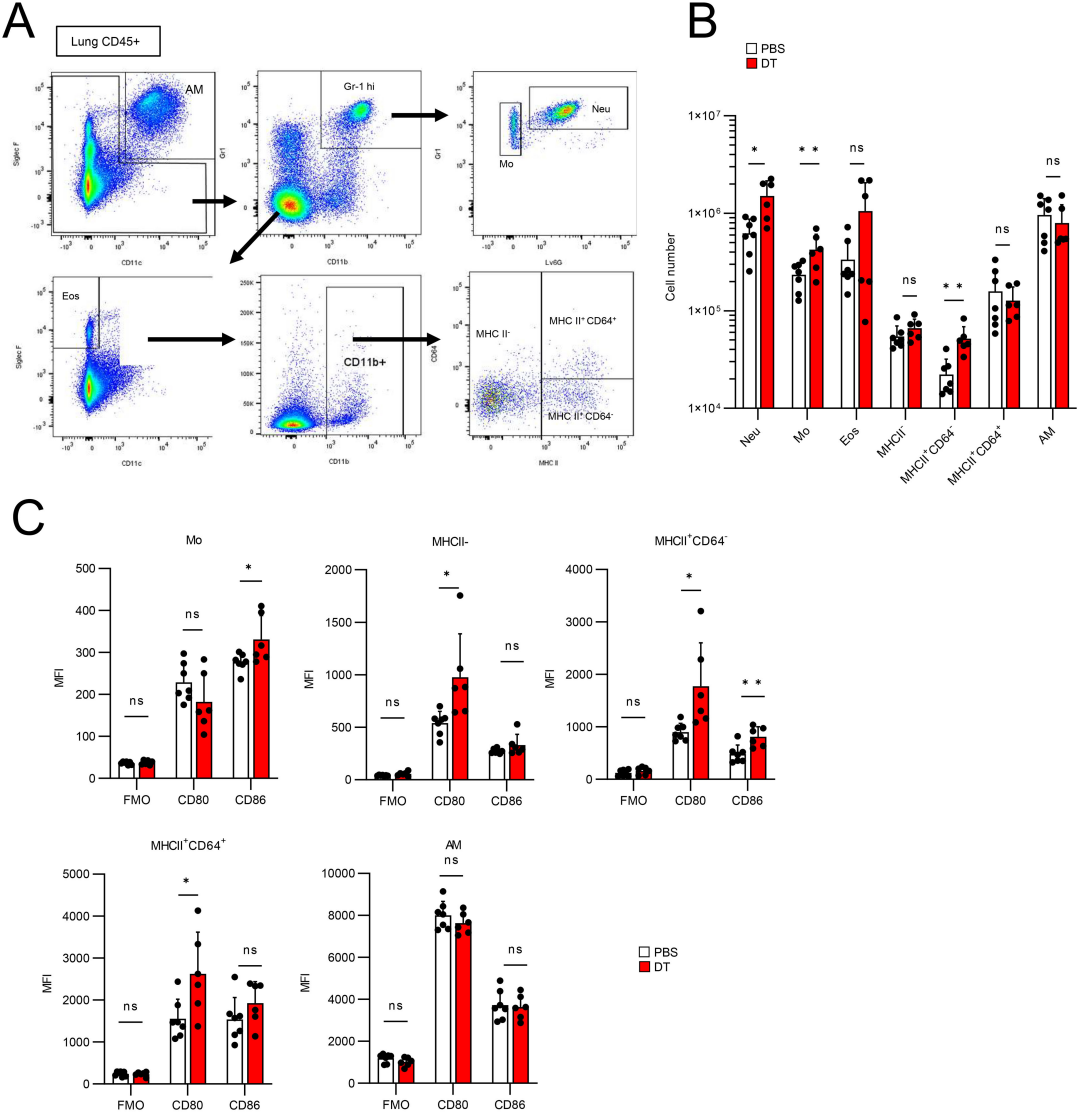
Ablation of Tff1-Tregs enhance proinflammatory features of myeloid cells. **(A–C)** Foxp3-Cre/Tbff1-Flp/VeDTR mice were administered BLM. PBS (n = 7) or DT (100ng) (n = 6)was i.p. administered every 3 days from day 7. Lung CD45^+^ cells were subjected to flow cytometry analysis on day 21. **(A)** Gating strategy for discriminating the indicated cell populations. **(B)** Cell number of each population. **(C)** Expression level of the CD80 and CD86 in indicated population. Data of **(B, C)** are means with SD. Statistical significance assessment: unpaired two-tailed Student’s t test. **; p<0.01, *; p<0.05 and ns; not significant.

## Discussion

In this study, we revealed a unique subset of Tregs expressing Tff1, which are not present in healthy lungs but emerge during BLM-induced pulmonary fibrosis, contributing to the inhibition of disease progression. Recently, Li et al. have shown that aorta Tregs also express Tff1 in elastase- or calcium phosphate-induced abdominal aortic aneurysms (AAA) (32). Additionally, their creation of Foxp3-Cre/*Tff1* ^fl/fl^ mice demonstrated that Treg-derived Tff1 contributes to promoting tissue repair. However, unlike in AAA, our examination using Foxp3-Cre/*Tff1* ^fl/fl^ mice in the BLM-induced pulmonary fibrosis model revealed that the absence of Tff1 produced by Tregs did not affect the degree of fibrosis. Thus, although the role of Tff1 in BLM-induced pulmonary fibrosis remains unclear, Tff1 itself may play a limited role.

Our study highlights the cellular significance of Tff1-Tregs rather than the molecular role of Treg-derived Tff1. Regarding the induction of Tff1 in Tregs, we found the involvement of IL-33 and TGF-β. Interestingly, *in vitro* experiments demonstrated that Tff1-Tregs were not induced under α-CD3/CD28 antibody stimulation even in the presence of IL-33 and TGF-β. This suggests that Tff1-Tregs might represent a response of bystander-activated Tregs rather than being driven by antigen-specific TCR-mediated activation (33). Furthermore, Tff1-Tregs were observed in only a limited proportion of cultured lung Tregs, suggesting that full induction of Tff1-Tregs might require additional stimuli, or that there exists a subpopulation of lung Tregs capable of expressing Tff1. Alternatively, Tff1 expression might simply dependent on the strength of signaling proportional to ST2 expression. This is because, although there is also an ST2^+^ population in splenic Tregs, they have lower ST2 levels than lung Tregs. Also, splenic Tregs failed to express Tff1 in the presence of IL-33 and TGF-β. On the other hand, the neutralization of IL-33 did not affect the induction of Tff1-Tregs *in vivo*. For IL-33, other cytokines, such as other IL-1 family molecules to which IL-33 belongs, may compensate for its function *in vivo*. Future research investigating the relationship between TCR stimulation and Tff1-Treg induction *in vivo*, as well as identifying factors that govern the potential for Tff1-Treg differentiation would be interesting.

Depletion of Tff1-Tregs exacerbated the fibrotic state of BLM-injured lungs, indicating that Tff1-Tregs contribute to suppressing fibrosis progression. Although both IL-33 and TGF-β are considered as pro-fibrotic cytokines (11, 12, 27), the induction of Tff1-Tregs by these cytokines might be part of a feedback mechanism for maintaining biological homeostasis. In the absence of Tff1-Tregs, the numbers of neutrophils, macrophages and monocytes were increased at the pathogenic site. In addition, the expression of CD80 and CD86, typical markers for an inflammatory phenotype of myeloid cells (34), on the macrophages and monocytes also increased in the absence of Tff1-Tregs. Sustained inflammatory response has been shown to enhance pulmonary fibrosis (35, 36). Collectively, our data, together with these previous findings, suggest that Tff1-Tregs may ameliorate lung inflammation during fibrosis by decreasing the number and inactivating these myeloid cells.

Currently, it is commonly understood that Tregs are a population composed of very heterogeneous communities. Considering multiple studies, the effect of removal or adoptive transfer of Tregs on BLM-induced fibrosis has different results, either reducing or exacerbating fibrosis, depending on the methodology and timing of intervention (16–18, 37, 38). These variations suggest dynamic changes in the Treg community before and after BLM treatment. Consequently, it is likely inappropriate to define the function of Tregs as a monolith. In this study, we demonstrated that Tff1-Tregs, emerging as a part of diverse Treg populations post-BLM administration, contribute to the suppression of fibrosis progression. Understanding the heterogeneity of Tregs in fibrosis might provide insight into novel therapeutic approaches to treating human IPF.

## Methods

### Mice

C57BL/6N mice were purchased from Japan SLC., Foxp3-Cre mice, VeDTR mice and FDG mice were described as previously. All animal experiments were approved by the Animal Research Committee of Research Institute for Microbial Diseases at Osaka University.

### Reagents

DT was purchased from Millipore. FTY720 was purchased from Sigma-Aldrich. Antibodies used in this study are described in **Supplementary Table S4**.

### Generation of *Tff1* ^fl/fl^ mice and Tff1-flp mice by genome editing

The T7 promoter sequence-containing gRNA1, gRNA2 and gRNA3 PCR products were amplified by the primers (Tff1flox_gRNA1_F (5’- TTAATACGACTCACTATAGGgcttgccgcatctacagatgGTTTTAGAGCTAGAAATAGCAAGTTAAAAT -3’) and gRNA_common_R2 (5’- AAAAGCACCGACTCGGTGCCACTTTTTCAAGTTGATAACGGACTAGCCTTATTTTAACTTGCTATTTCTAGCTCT -3’) for gRNA1; Tff1flox_gRNA2_F (5’- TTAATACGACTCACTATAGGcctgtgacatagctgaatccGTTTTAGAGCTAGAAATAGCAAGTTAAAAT -3’) and gRNA_common_R2 for gRNA2; Tff1KI_gRNA3_F (5’- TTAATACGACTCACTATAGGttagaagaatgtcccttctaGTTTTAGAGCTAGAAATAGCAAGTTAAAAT -3’) and gRNA_common_R2 for gRNA3) using KOD FX NEO (Toyobo), respectively. MEGAshortscript T7 (Life Technologies) was used for the generation of these gRNAs using each of the gRNA PCR products. Cas9 mRNA was generated by *in vitro* transcription (IVT) using mMESSAGE mMACHINE T7 ULTRA kit (Life technologies) and the template that was amplified by PCR using pEF6-hCas9-Puro and the primers T7Cas9_IVT_F and Cas9_R (Okamoto et al. Cell Rep. 2023), and gel-purified. The synthesized gRNA and Cas9 mRNA were purified using MEGAclear kit (Life Technologies). For generation of the targeting fragment for the floxed *Tff1* allele, the *Tff1* gene was isolated from genomic DNA that was extracted from C57BL/6N embryonic fibroblasts by PCR using KOD FX NEO (Toyobo) and primers (Tff1_flox_LA_F (5’- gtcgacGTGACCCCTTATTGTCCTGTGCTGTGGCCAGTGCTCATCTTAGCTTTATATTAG -3’) and Tff1_flox_LA_R (5’- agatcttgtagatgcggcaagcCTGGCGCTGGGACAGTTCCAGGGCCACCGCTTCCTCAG -3’) for the LA fragment; Tff1_flox_MA_F (5’- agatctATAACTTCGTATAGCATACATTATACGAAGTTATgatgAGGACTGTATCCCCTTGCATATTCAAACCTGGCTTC -3’) and Tff1_flox_MA_R (5’- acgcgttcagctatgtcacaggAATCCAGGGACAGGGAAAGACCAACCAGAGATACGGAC -3’) for the MA fragment; Tff1_flox_RA (5’- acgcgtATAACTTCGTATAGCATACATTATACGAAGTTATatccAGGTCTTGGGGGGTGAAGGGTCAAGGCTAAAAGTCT -3’) and Tff1_flox_RA_R (5’- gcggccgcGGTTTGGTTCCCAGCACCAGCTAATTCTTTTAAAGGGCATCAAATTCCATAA -3’) for the RA fragment). The MA fragment contains exons 2. The LA, MA and RA fragments were ligated using restriction enzymes in pBluescript. The vectors were amplified and co-injected into the embryos with the Cas9-encoding mRNA, gRNA1 and gRNA2 to obtain *Tff1* ^fl/+^ pups. *Tff1* ^fl/+^ mice were further crossed with Foxp3-Cre mice to generate Foxp3-Cre *Tff1* ^fl/fl^ mice.

For the generation of the targeting fragment for the *Tff1* allele C-terminally fused with P2A-sequence and optimized Flp recombinase (P2A-Flp) cassette (Okamoto et al. Cell Rep. 2023), the *Tff1* gene was isolated from genomic DNA that was extracted from C57BL/6N embryonic fibroblasts by PCR using KOD FX NEO (Toyobo) and primers (Tff1_KI_LA_F (5’- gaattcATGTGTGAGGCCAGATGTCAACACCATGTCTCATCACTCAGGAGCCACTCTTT -3’) and Tff1_KI_LA_R (5’- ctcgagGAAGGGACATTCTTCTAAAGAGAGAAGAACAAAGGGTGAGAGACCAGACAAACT -3’) for the LA fragment; Tff1_KI_RA_F (5’- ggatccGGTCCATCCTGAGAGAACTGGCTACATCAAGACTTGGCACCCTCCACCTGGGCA -3’) and Tff1_KI_RA_R (5’- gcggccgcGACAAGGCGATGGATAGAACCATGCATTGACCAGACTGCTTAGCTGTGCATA -3’) for the RA fragment). The LA, Flp and RA fragments were ligated using restriction enzymes in pBluescript. The vectors were amplified and co-injected into the embryos with the Cas9-encoding mRNA, gRNA3 to obtain pups for Tff1-Flp mice. Tff1-Flp mice were further crossed with Foxp3-Cre mice and VeDTR mice to generate Foxp3-Cre/Tff1-Flp/VeDTR mice.

### Bleomycin-induced pulmonary fibrosis

10-16 weeks old Age- and sex-matched mice were anesthetized with a mixture of medetomidine-midazolam-butorphanol and intratracheally administered with 50 μg Bleomycin (Nippon Kayaku) in 50 μl PBS.

### Cell preparation from mice tissues

To prepare cells from lung, tissue was minced to 2-3 mm with scissors in 2 ml HBSS containing 1% FCS, followed by Liberase TM (50 μg/m) and DNase I (50 μg/ml) were added, incubated for 1 hrs at 37 °C with shaking (160 rpm), then 7 ml HBSS was added and dissociated using MACS Octo Dissociator (Miltenyi), employing preset programs C. After dissociation, the cells were passed thorough 100 μm filter and centrifuged for 5 min at 2000 rpm. The cell pellet was resuspended in ACK buffer and incubated for 2 minutes at room temperature and then washed with HBSS. The washed cells were resuspended in HBSS with 40% Percoll (Sigma-Aldrich) and centrifuged for 20 min at 2,380×g to eliminate floating debris. Finally, the resulting pellet was rinsed with HBSS. Prepared cells were resuspended in the appropriate buffer for each experiment. Cell preparation from other tissues was described previously.

### Flow cytometry and cell sorting

Cells were first blocked with anti-CD16/32 antibody in 2% BSA in PBS for 5 min on ice. For surface staining, cells were stained with antibodies in 2% BSA in PBS for 15 min on ice and then washed twice in 2% BSA in PBS. For live/dead cell discrimination, DAPI (NacaraiTesque), 7AAD (BD Pharmingen) or Fixable Viability Dye eFluor 450 (Invitrogen) were used. FACSymphony A1 (BD) or FACS Aria III (BD) was used for data acquisition or cell sorting. Precision Count Beads (BioLegend) was used to obtain cell numbers. The acquired data were analyzed using FlowJo ver. 10.8.0 (BD).

### Single-cell RNA seq data acquisition

Living CD45^+^ cells were sorted from naïve lung or BLM-injured lung (day 15) of WT mice. The sorted samples from three individual mice under identical conditions were pooled together, ensuring an equal cell count across the combined sample. Single-cell RNA-seq analysis was conducted using BD Rhapsody Single-Cell Analysis System (BD BioScience) following the manufacturer’s protocol. For library construction, we used BD Rhapsody Whole transcriptome analysis (WTA) Amplification Kit. Sequencing was performed on HiSeq 3000 platform in a 100 + 100 base paired-end mode. Generated reads were input into the BD Rhapsody WTA Analysis Pipeline for UMI counting for each cell(index)-gene combination.

### Single-cell RNA seq data analysis

The processed data obtained from BD Rhapsody WTA Analysis Pipeline were loaded into SeqGeq software ver 1.6 (BD) and performed the quality control following the instruction (https://docs.flowjo.com/seqgeq/quality-control/). Subsequently, Seurat was used for further analysis.

### Bulk RNA-seq analysis

For Bulk RNA-seq Analysis, GFP^+^CD4^+^ T cells were sorted from lung and spleen of BLM-administered FDG-mice at day 15. Total RNA was extracted from cells with TRIzol reagent and a miRNeasy Micro kit (Qiagen) following the manufacturer’s instruction. Full-length cDNA was prepared using a SMART-Seq HT Kit (Takara Bio, Japan). According to the SMART-Seq kit instructions, an Illumina library was then prepared using a NexteraXT DNA Library Preparation Kit (Illumina). Sequencing was performed on HiSeq 2500 platform in a 75-base single-end mode. Generated reads were mapped to the mouse (mm10) reference genome using TopHat v2.1.1 in combination with Bowtie2 ver. 2.2.8 and SAMtools ver. 0.1.18. Fragments per kilobase of exon per million mapped fragments (FPKMs) were calculated using Cuffdiff 2.2.1.

### Quantitative PCR

For quantitative PCR, total RNA was extracted using RNeasy Mini Kit (Qiagen), after which RNA was reverse transcribed using Verso cDNA synthesis Kit (Thermo Scientific) following the manufacturer’s instructions. Quantitative PCR was performed using GoTaq qPCR Master Mix (Promega) and CFX Connect (Bio-Rad). The expression of mRNA was normalized to that of *Actb* mRNA. Primer sets used for amplification were as follows: mouse *Tff1* forward: 5′- AGCACAAGGTGATCTGTGTCC-3′ and reverse: 5′-GGGGGCCATGATACATGTTTC-3′; mouse *Actb* forward: 5′-TTTGCAGCTCCTTCGTTGC-3′ and reverse: 5′-TCGTCATCCATGGCGAACT-3′; mouse Tgfb forward: 5′-GGAGAGCCCTGGATACCAACTAT-3′ and reverse: 5′- CCAGACAGAAGTTGGCATGGT-3′; mouse Il33 forward: 5′-AAGACCAGGTGCTACTACGC-3′ and reverse: 5′-CTTCTTCCCATCCACACCGT-3′.

### Induction of Tff1-expressing Treg *in vitro*

YFP^-^ Treg cells (Lin (B220, CD8a, CD11b, CD11c, NK1.1)^-^CD4^+^CD25^+^ YFP^-^) were sorted from spleens and lungs of Foxp3-Cre/Tff1-Flp/VeDTR mice. 3000-5000 cells were cultured in 96-well U-bottom plates with RPMI1640 (Nacalai Tesque) containing 10% heat-inactivated FCS (Gibco), 100 U/ml Penicillin/Streptomycin (Nacalai Tesque), 50 mM 2-ME (Nacalai Tesque), and 20 ng/ml mIL-2 (Pepro Tech). Cultures were additionally supplemented with 5 ng/ml hTGF-β (Pepro Tech) and/or 50 ng/ml mIL-33 (R&D biosystems). For CD3/CD28 stimulation, Dynabeads Mouse T-Activator CD3/CD28 (Gibco) in equal numbers of cells were added to the cultures. Cells were cultured for 6 days and then analyzed.

### Hydroxyproline assay

For sample preparation, lung tissue was homogenized in water using a PT1300D (KINEMATICA), an equal volume of 12N HCl to the homogenate was added, incubated for 3 hrs at 120°C, and then diluted fivefold with water. For quantification, to each 25 µl the sample or hydroxyproline standards, 100 µl oxidant reagent (7% chloramine T: citric acid buffer (pH 6.0, 5.7% w/v sodium acetate trihydrate, 3.75% w/v trisodium citrate dihydrate, 0.55% w/v citric acid monohydrate, and 38.5% v/v isopropanol) = 1:4) was added, and the mixture was incubated for 20 min at room temperature. Subsequently, 100 µl Ehrlich’s reagent (p-DMAB: 60% perchloric acid: isopropanol = 3 (w): 5 (v): 10 (v)) was added, and the mixture was further incubated for 20 min at 65°C. Finally, the optical density at 560 nm was measured. All chemicals were purchased from Nakarai Tesque.

### Immunofluorescence assay

For immunofluorescence assay, Tregs from the lungs of FDG mice were transferred on a glass plate by cytospin and fixed in cold acetone for 10 min at -20°C. After fixation, they were incubated in Blocking Buffer (PBS with 0.1% BSA, 1% mouse serum, 1% donkey serum and 1% goat serum) for 1 hr at RT. They were then primarily stained with the antibodies in Blocking Buffer overnight at 4°C and washed three times with PBS. The sections were subsequently stained with secondary antibody for 1hr RT washed three times. The stained sections were mounted using ProLong Diamond Antifade Mountant (Invitrogen). The images were observed using FV3000 (Olympus).

### Histopathological staining

For histopathological staining, lungs were fixed by degassing in 10% formalin and post-fixed for 72-96 hrs at 4°C. The fixed tissues were embedded in paraffin and sectioned at 5 µm using REM-710 (Yamato). Sections were applied to HE staining or Azan staining, and mounted with Mount-Quick (Daido Sangyo). The images were observed using VS200 (Evident).

### CyTOF analysis

The staining procedure and data acquisition were previously described (19). Briefly, each sample was first barcoded by different metal-conjugated α-CD45 antibodies, pooled, and subsequential staining and data acquisition by Helios (Standard BioTools) were performed in a single tube. Antibodies used for mass cytometry are listed in **Supplementary Table 5**. For acquired data analysis, live singlet cell gating and sample debarcoding were performed using FlowJo and subsequential analysis was performed using Cytobank ver. 10.3 (Beckman Coulter). UMAP algorithm with proportional sampling in Cytobank was used for 2D mapping.

### Statistical analysis

For Statistical significance assessment, an unpaired two-tailed Student’s t-test was performed to compare the two groups. One-way ANOVA with a post-Tukey’s test was performed to compare multiple groups. One-way ANOVA with a post-Dunnett’s test was performed for many-to-one comparison. Statistical significance values are indicated as follows: ns = not significant, ∗ = p < 0.05, ∗∗ = p < 0.01, and ∗∗∗ = p < 0.001.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE267863 and GSE267844 (GEO).

# Supplementary material for: Tff1-expressing Tregs in lung prevent exacerbation of Bleomycin-induced pulmonary fibrosis
**Source:** Front Immunol. 2024 Sep 2;15:1440918. doi: 10.3389/fimmu.2024.1440918

# Supplementary Figure 1

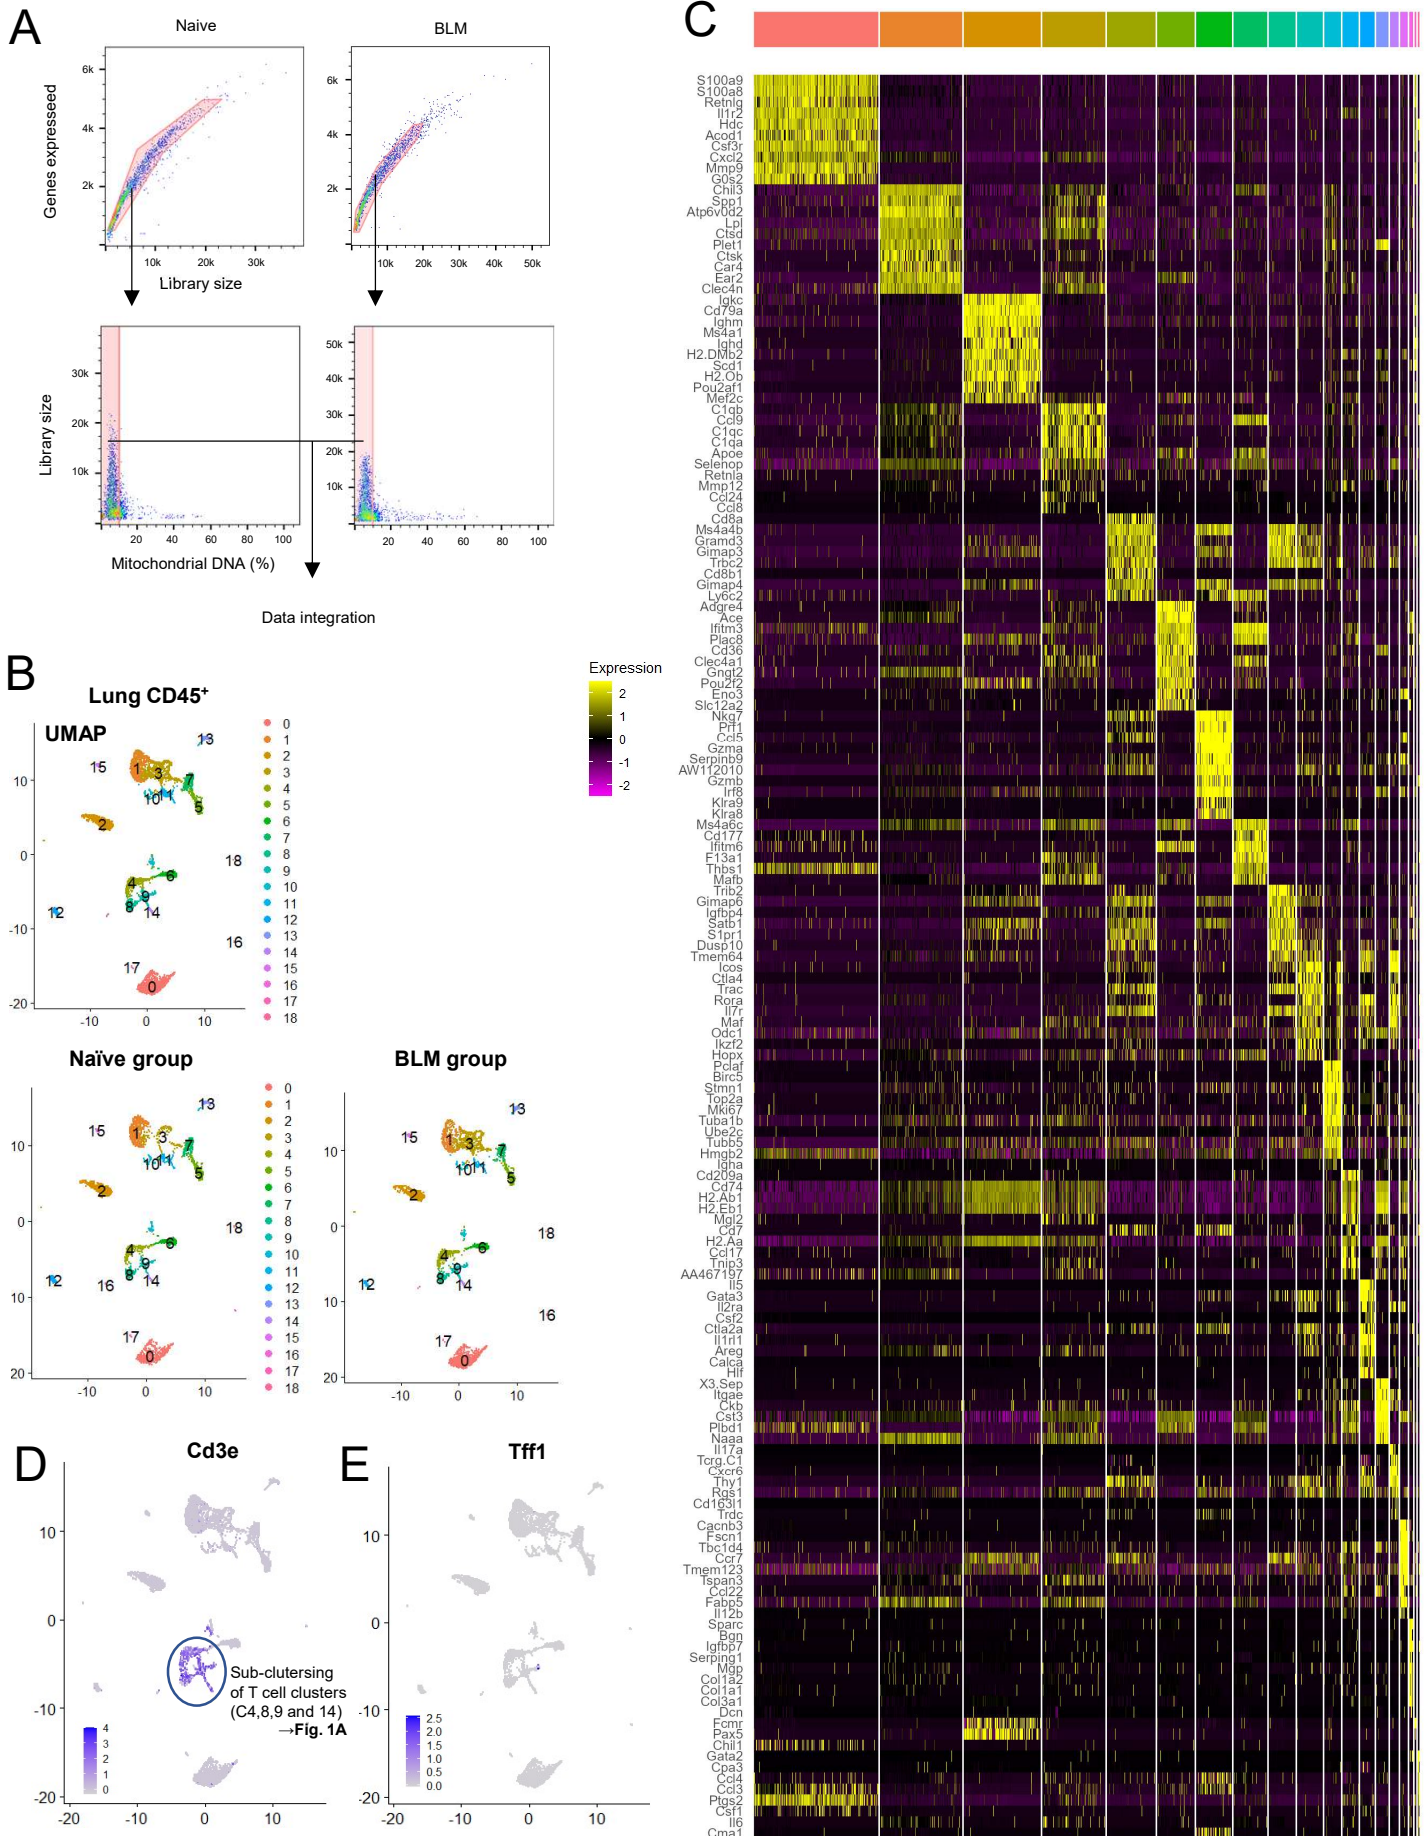

# Supplementary Figure 2

**A**

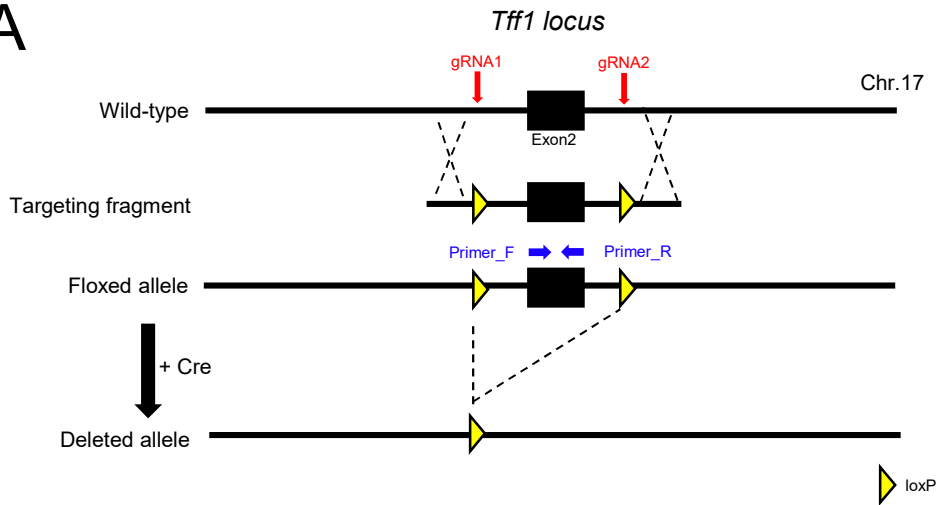

**B**

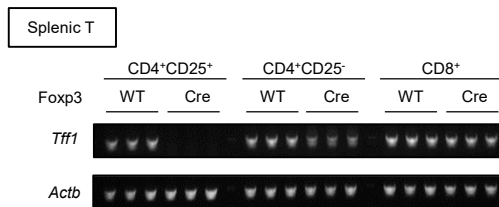

**C**

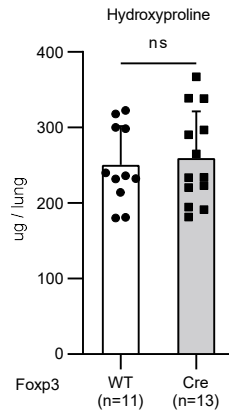

**D**

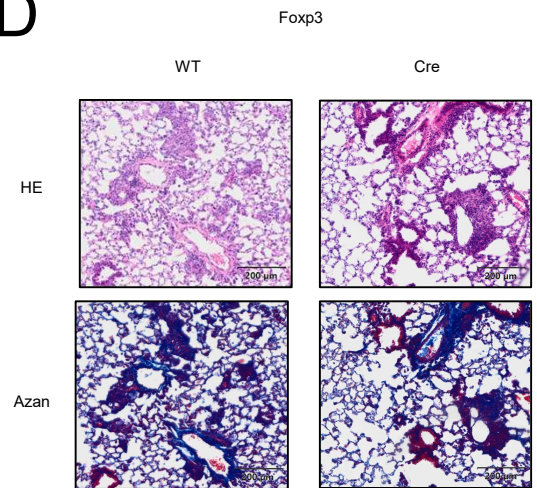

**E**

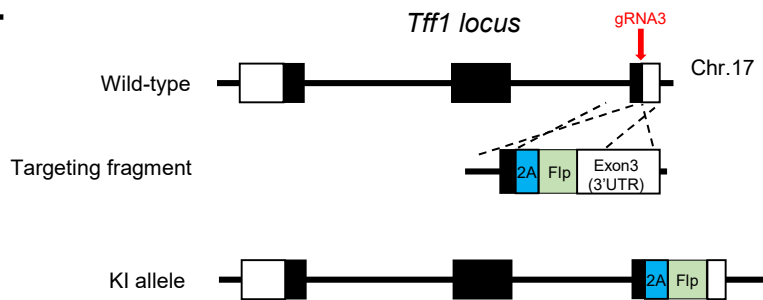

## Supplementary Figure 3

### A

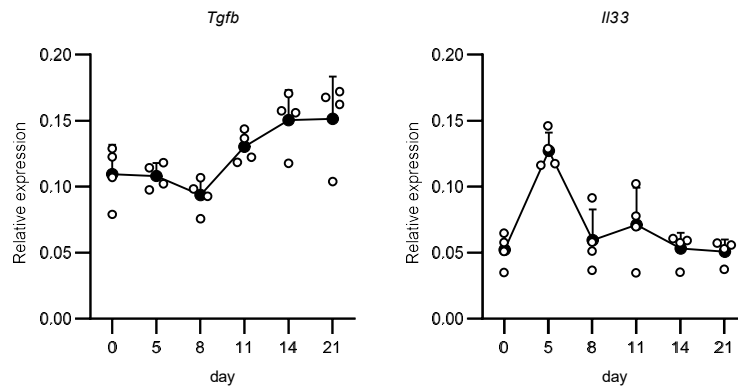

### B

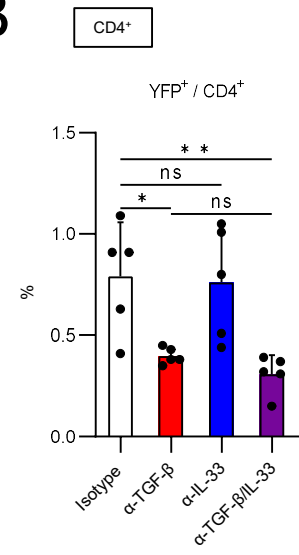

## Supplementary Figure 4

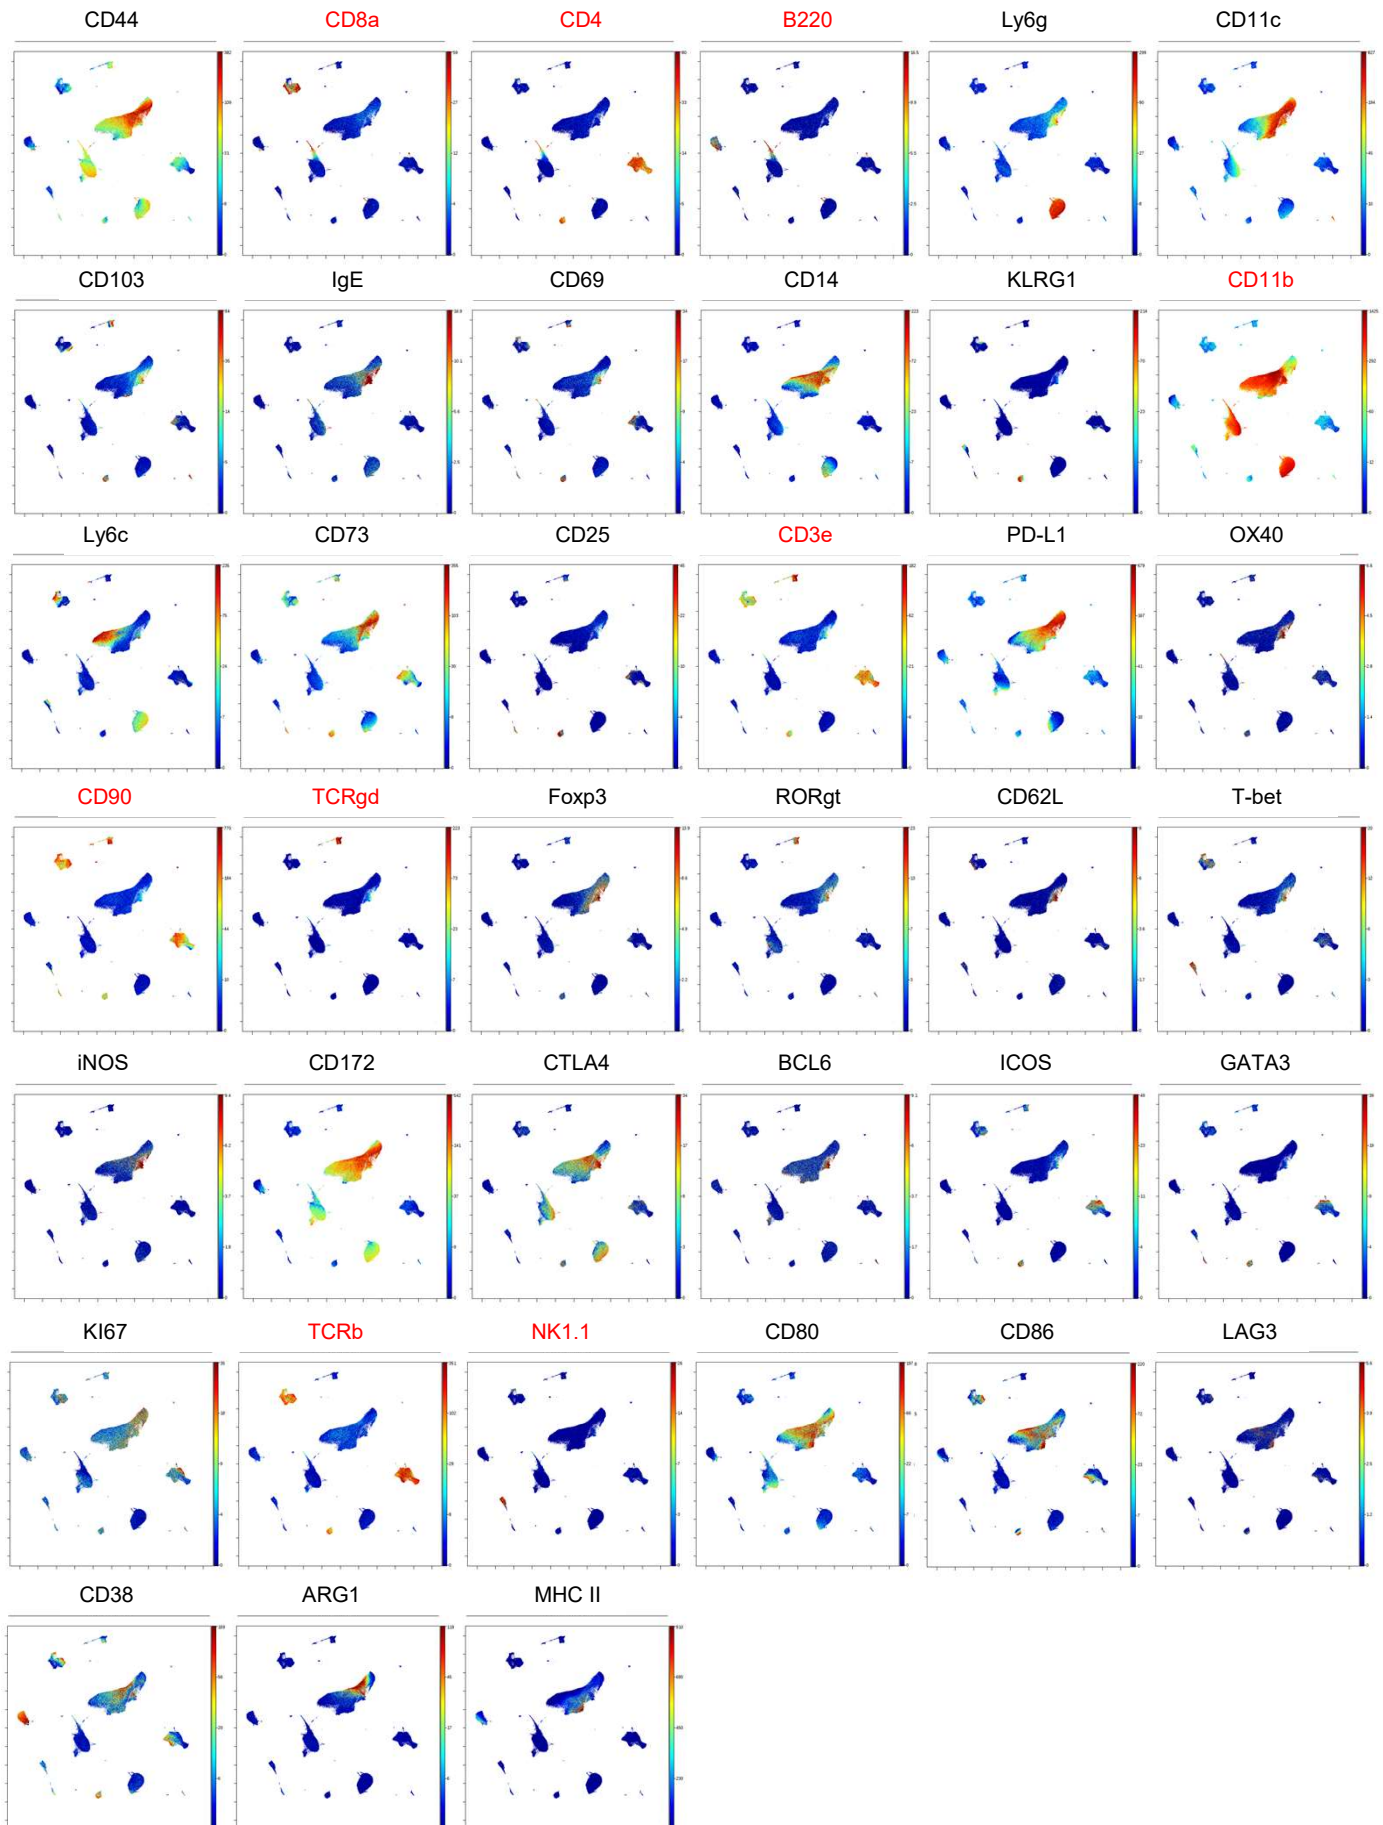

**Supplement:** Supplementary Figure 1 — Additional information of scRNA-seq analysis in Figure 1 (A) QC metrics for scRNA-seq datasets. Cells were filtered based on library size, number of expressed genes, and mitochondrial DNA content percentage. (B) UMAP plots of lung CD45+ cells indicating 19 clusters: whole (top), naïve group (bottom left) and BLM group (bottom right). (C) Heatmap indicating feature genes of 19 clusters. (D) UMAP plots indicating Cd3e expression. Based on Cd3e expression, clusters 4,8,9 and 11 were sub-cluster and further analyzed in Figures 1A–F (E) UMAP plots indicating Tff1 expression.

How the deposited data were processed for this re-analysis (not part of the article)

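Bulk RNA-seq of GFP+CD4+ cells from FDG mice was analysed, with 1 library of splenic Tregs and 1 of lung Tregs, each from the pooled cells of 3 mice on day 15 after BLM. The samples were assigned to tissues from their labels and the methods. The scRNA-seq data were not analysed here, apart from the lists in Supplementary Tables 1 and 2.

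The authors mapped 75-base single-end reads to mm10 with TopHat 2.1.1, Bowtie2 2.2.8 and SAMtools 0.1.18 and computed the deposited FPKM with Cuffdiff 2.2.1. Each library lists the same 24346 symbols. The paper's text does not state the annotation, the options of Cuffdiff or a filter. Supplementary Table 3 was read in part, 1998 of 24346 rows, so it was used only to compare values. All 1998 rows hold the FPKM of these libraries and their floored fold.

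From the FPKM, the ratio of lung to spleen was computed after setting values under 0.1 to 0.1, and genes over 20-fold in either direction were counted. Lists were matched by symbol as printed. Genes were named by a rule written before the data were examined, which took Tff1, the genes shared between the bulk list and Supplementary Tables 1 and 2, the genes that the results name, Actb, the 5 highest and 5 lowest ratios among genes over 20-fold with the other library above 0 and small RNA left out, and the genes of 17 marker lists. Those lists were written before the libraries were opened, but after the first rows of Supplementary Table 3, which is sorted by fold, had been read. The feature genes of 7 clusters were read from Supplementary Figure 1C after the values had been seen, as were the lists of exocrine pancreas and red pulp macrophage genes.

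Reads behind each FPKM were estimated from lengths of the GENCODE M21 transcripts (GRCm38) that are tied to a RefSeq accession. A length was found for 23675 symbols (97.2%), of which 23016 matched directly and the others through synonyms. Effective lengths used Cuffdiff's default fragment length for single-end reads, a mean of 200 and an SD of 80, with a shortest fragment of 73, chosen among 70 to 76 as the value that brought reads of the shortest genes nearest to whole numbers. The value of 1 read was the most frequent product of FPKM and effective length among transcripts of at least 1500 nt, shared within 1% by 240 genes in spleen and 154 in lung. Independently of lengths, 126 genes shared the same lung-to-spleen ratio of 0.881, and the calibration gave 0.881. This step was designed after the values had been seen. Genes with several transcripts were given their median length, so their read numbers are approximate.

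With 1 library per tissue there is no estimate of the variation between mice, and no p-value was computed. Gene lists were described by the percentile of their median log2 ratio among 10000 random lists matched in 20 bins of mean log2 FPKM, over genes with at least 1 FPKM in the higher library. The settings tried were floors of 0.01 and 1 FPKM, pseudocounts of 0.1 and 1 FPKM, rescaling to TPM, to a median ratio of 1 or to equal upper quartiles, filters on FPKM, on small RNA and on 10 estimated reads, and folds above 10 and 50. Matching through synonyms, 3 estimated reads as the least in each library, and lists without a minimum of 1 FPKM were added later.

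The steps were tested on simulated data for 17476 genes. The shortest fragment of 74 and the ratio of 0.8 used in the simulation were recovered, all 100 raised and all 100 lowered genes were called, and 0 of 7486 unchanged genes with at least 10 mean reads were called. The simulated libraries held counting error only, and the raised and lowered genes were set well beyond the threshold. Real ratios spread more than counting, so this checks the steps and gives no rate of false calls in these libraries. A list of 40 genes raised 2-fold had a median log2 ratio of 1.01 at percentile 100, and 3 of 100 unchanged lists lay outside the middle 95% of random lists. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.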

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

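The tests of explanations in this part were chosen after the results had been seen. The marker lists and the rescaling to TPM as a setting were fixed before the libraries were opened. The lists were written after the first rows of Supplementary Table 3 had been read. That table holds the same libraries sorted by fold, so the lists are not independent of these ratios. No replicate library bears on any result of this part.

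Genes of cells other than T cells were higher in the lung library, a signal that the paper does not report. The median log2 ratio was 2.69 for macrophage genes, 1.54 for neutrophil genes, 1.99 for dendritic cell genes, 7.61 for club cell genes, 5.02 for type 2 alveolar genes, 5.22 for type 1 alveolar genes, 7.06 for fibroblast genes and 5.36 for endothelial genes, each above the middle 95% of matched random lists. These medians cover the genes at 1 FPKM or more in either library. All 12 macrophage, all 8 neutrophil and all 8 fibroblast genes listed were higher in lung, as were 5 of 7 dendritic cell, 4 of 6 club cell, 6 of 7 type 2 alveolar, 3 of 5 type 1 alveolar and 5 of 8 endothelial genes. The type 1 alveolar median rests on 3 genes, of which Ager was lower in lung (1.74 FPKM against 2.27), and Akap5, left out of it, was also lower (0.0525 against 0.715). Flt3 and Siglech of the dendritic cell list and Pecam1 of the endothelial list were lower as well. With each library credited with at least 3 reads per gene, the medians of the club cell, type 2 alveolar, type 1 alveolar, fibroblast and endothelial lists were 5.69, 4.73, 4.36, 6.90 and 4.77. Lyz2 alone took 3.08% of the FPKM sum in lung and 0.0627% in spleen. Sftpc was listed at 94.8 FPKM in lung and Mgp at 116, both at 0 in spleen. In spleen, 11 of the 12 macrophage genes and 8 of the 8 neutrophil genes were also at 1 FPKM or more, so these lists are not silent in sorted splenic Tregs. In the macrophage list 6 genes, in the neutrophil list 7 and in the fibroblast list 7 are also in another list, mostly of the clusters below. Of the 91 listed marker genes of other cells, 25 were among the 395 genes over 20-fold higher in lung, as were 23 of the 39 feature genes of the Chil3, C1qa, S100a8 and Col1a1 clusters in Supplementary Figure 1C, which gives 39 genes without double counting.

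A difference in scaling between the libraries is argued against as the whole explanation of the 395 genes by the rescaling to TPM, which moved ratios the most. Of the 138 genes with both values at or above the floor, 78 were still over 20-fold higher after it. Part of these genes thus depends on the scaling, and a larger difference in scaling was not tested. A lower share of T cells in the lung library would raise genes of all other cells alike only if the mix of other cells were the same in both libraries. B cell genes went down, with a median of -1.11, which argues against a lower share with the same mix. The mix was not measured, so a lower share together with a different mix stays open. RNA of macrophages is a candidate source of part of the 395 genes, since feature genes of the Chil3 cluster had a median log2 ratio of 5.85 and 8 of 10 were over 20-fold higher, against 0.139 on average in random lists. Its most abundant genes, Spp1, Ctsd and Chil3, were at 4560, 4009 and 1161 FPKM in lung, and 7 of the 10 were at 1 FPKM or more in spleen. RNA of fibroblasts (median 5.57 for the Col1a1 cluster, 8 of 9 genes over 20-fold) and of lung epithelial cells (median 5.02 for the type 2 alveolar list) may account for others. Whether such RNA came from whole cells in the sort or from free RNA was not tested, and neither was expression of some of these genes by lung Tregs themselves, a difference of tissue that stays open.

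Of the 8 listed genes of effector cytokines, 4 were higher in lung. The median log2 ratio was 3.74 over the 6 genes at 1 FPKM or more in either library, and 2.95 with at least 3 reads in each library. Il17f was listed at 5.17 FPKM and Il5 at 4.87 in lung and both at 0 in spleen, whereas Ifng was at 10.5 in lung and 12.4 in spleen. Il21 was also lower, at 0.825 FPKM in lung and 2.24 in spleen, and Il13 and Il22 were at 0 in both. Over all 8 listed genes the median was 0.98. No explanation was tested for this list as a whole.

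The opposite direction, which the paper does not report, held 284 genes over 20-fold lower in lung. Of these, 42 were small RNA genes, and 41 of them had a known length and fewer than 10 estimated reads in spleen. Few reads do not account for most of the other genes, since 57.4% of the 284 genes, none of them small RNA, were still over 20-fold lower with at least 3 reads in each library. By the rule for named genes, the lowest were Jmjd7, Dcun1d2, Cd160, Dbr1 and Cpa1. Jmjd7, Cd160, Dbr1 and Cpa1 rested on 0.991 to 2.17 estimated reads in lung, and with 3 reads in their place they were 61.7-fold, 108-fold, 95.1-fold and 61.5-fold lower. Dcun1d2, with about 3.05 reads in lung, was 127-fold lower at the floor. With small RNA left out, 156 genes at 2 to 5 FPKM in spleen were over 20-fold lower in lung and 180 at that level in lung were over 20-fold higher, so both directions were nearly balanced at low levels. Among genes with a mean level of 2 to 5 FPKM, the robust SD of log2 ratios was 1.34, against 0.186 from counting reads alone, and at 100 FPKM or more it was 0.493, against 0.0348. The spread was thus 7.17 times that of counting at the low level and 14.2 times at the high level, so that an excess over counting is not specific to low levels. Because the libraries come from different tissues, the excess includes any difference between them and cannot separate sampling from tissue. A hypothesis for the low levels is that few starting RNA molecules were sampled before amplification, which would make a gene appear in only one of the libraries by chance in either direction. A real difference between tissues that is greater among weakly expressed genes is not excluded. At 100 FPKM or more, 30 genes were over 20-fold higher in lung and 0 were lower among the 929 genes at that level in spleen, which argues against few starting RNA molecules as the explanation of the highly expressed part of the list, where Tff1 and Areg lie.

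Digestive enzyme genes of the exocrine pancreas appeared in the splenic library. After 6 such genes had been noticed among the lowest ratios (Cela2a, at 50.0 FPKM in spleen and 0 in lung, was the highest), 14 others were listed and tested. Over the 13 of them at 1 FPKM or more in the higher library, the median log2 ratio was -6.32, below every random list, and -3.95 with at least 3 reads in each library. Of the 14 genes, 11 were over 20-fold lower in lung, 2 were at 1 FPKM or more in lung, and the most abundant in spleen was Clps, at 34.1 FPKM. The 6 noticed first had a median of -7.33. RNA of exocrine pancreas, which lies beside the spleen, is a candidate source. In the same way, 5 genes of red pulp macrophages such as Vcam1 (72.9 FPKM in spleen and 0 in lung) had been noticed, with a median of -5.80. The 5 others tested had a median of -1.76, at percentile 0.69 of random lists, and 1 of them, Siglec1, was higher in lung. None was over 20-fold lower at the floor. Cd163 was 19.2-fold lower there, and 31.7-fold lower with at least 3 reads in each library. Macrophages of the lung may express the same genes, so this source cannot be told apart from a difference in macrophage genes between the tissues.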

How the results depend on the processing

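The settings named first were chosen before the data were examined. No paired analysis was possible because each tissue has 1 library, and for the same reason no library was left out.

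The number of genes over 20-fold higher in lung, 395, stayed within 1.5 times with a pseudocount of 0.1 FPKM, the 3 scalings and the filters on small RNA and 10 estimated reads. A filter on 1 FPKM in the higher library changes nothing by construction, because the floor and the fold already ask for more. It was 867 with a floor of 0.01 FPKM, 102 with a floor of 1 FPKM, 78 with a pseudocount of 1 FPKM, 196 among genes above 0 in both libraries, 742 for a fold above 10 and 140 for a fold above 50. The number lower in lung, 284, was 1256, 51, 49, 82, 573 and 112 in the same order, and 459 after rescaling to TPM. These changes follow from how each setting is built, since a floor or a pseudocount sets the denominator of genes near 0. The share of higher genes among both directions was 58.2%, and 45.4% after rescaling to TPM. It fell mainly because the genes lower in lung rose from 284 to 459, while those higher went from 395 to 381, of which 330 are among the 395. This rescaling lowered the log2 ratios of genes above the floor in both libraries by 0.43. With the upper quartiles set equal those ratios fell by 0.18, and with the median ratio set to 1 by 0.016. Genes at the floor in one library moved differently. With TPM the floor of 0.1 was applied after the rescaling, where it stands for a lower FPKM, and this effect was not separated from that of the scaling. With TPM, the log2 ratio of Tff1 rose from 10.61 to 10.91, and that of Jmjd7 went from -7.08 to -7.82. With at least 3 reads in each library, a setting added later, 303 genes were higher, 250 of them among the 395, and 211 were lower.

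Tff1 was the gene shared by all 3 lists under each setting but one. Among genes above 0 in both libraries the number was 0, because the splenic value of Tff1 is 0. Among the floors, pseudocounts and scalings, its fold was from 156 with a floor of 1 FPKM to 15614 with a floor of 0.01 FPKM. With at least 3 reads in each library, a setting added later, it was 267, or 150 for the shorter transcript. The fold of Tff1 was thus always above 20. The genes shared with Supplementary Table 1 alone were 3, and 2 with a pseudocount of 1 FPKM (without Cdkn1a), 1 after rescaling to TPM and 1 with equal upper quartiles (Areg in both), 7 for a fold above 10 (with Ednrb, Gpr55, Il1rl1 and Slc15a3) and 0 for a fold above 50. Restoring symbols with an added X or dots did not change the overlaps, and matching through synonyms, added later, gave 4. The gene shared with Supplementary Table 2 alone, AA467197, was lost with a pseudocount of 1 FPKM (0 genes) and for a fold above 50 (0 genes), and there were 2 genes for a fold above 10.

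The median log2 ratio of Supplementary Table 1, 0.60, was 0.16 after rescaling to TPM and 0.42 with equal upper quartiles. That of Supplementary Table 2, 0.14, reversed to -0.29 and -0.040. Both shifts are those of genes above the floor in both libraries. Rescaling to TPM also moved the medians of T cell (-0.50), core Treg (0.29), tissue Treg (1.65), lymphoid Treg (-1.08), macrophage (2.26), neutrophil (1.11), B cell (-1.54) and NK and CD8 genes (0.19), and equal upper quartiles that of T cell genes (-0.24). Lists with genes near 0 moved with the floor. With a floor of 0.01 FPKM the median was 10.82 for club cell, 7.24 for type 2 alveolar, 8.54 for type 1 alveolar, -9.02 for erythroid and 5.40 for effector cytokine genes. With a floor of 1 FPKM it was 4.29, 1.70, 1.90, -2.38 and 2.08 in that order, 3.74 for fibroblast and 3.01 for endothelial genes. With a pseudocount of 1 FPKM the same 7 lists had 4.36, 2.07, 2.24, -2.62, 2.02, 3.79 and 3.04. Over all listed genes, a setting added later, the median was 5.71 for club cell, 3.04 for type 1 alveolar, 3.28 for endothelial and 0.98 for effector cytokine genes, and at least 3 reads in each library gave 5.69 for club cell genes. None of the 16 marker lists with a value changed direction under these settings. The mucous epithelial list gives no value, because too few of its genes reach 1 FPKM. The minimum of 1 FPKM was already part of the main setting for lists and says nothing about their stability.

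Among the 37 named genes, Cd86 (-0.0051) and Dst (-0.052) reversed after rescaling to TPM, both being within that shift. Of the 259 comparisons, another 20 fell under the 20-fold threshold and 2, both of Ccr3, passed it. Areg and Tff1 kept theirs in all 7 of the settings tried for single genes.

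The depth limits single genes. A count of 0 allows up to 3 reads, so only folds computed with 3 reads in a library at 0 are lower bounds, and folds at the floor of 0.1 FPKM can exceed them, as for Tff1.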

Other observations

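The tests on Tff1 and on the feature genes in this part were chosen after the results had been seen.

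Tff1 was high in the lung library and at 0 in the spleen library. Few reads are argued against by about 510 reads for the shorter transcript. Reads of Tff2 or Tff3 assigned to Tff1 are argued against by the sequences of the transcripts, in which any 75 bases of Tff1 differ from any 75 bases of Tff2 or Tff3 at 25 positions or more on either strand. RNA of mucous epithelial cells is argued against by the most abundant of 8 of their genes, Muc5b, at 0.426 FPKM in lung, far under the 156 FPKM of Tff1. RNA of club cells cannot be told apart from expression by Tregs in these libraries, since Tff1 was at 5.17% of the FPKM of Scgb1a1 and no library of club cells was analysed here. Tff1 was also 6.55 times Cyp2f2, another gene of these cells. The difference in tissue stays open as the biological explanation in these libraries, and the paper's scRNA-seq, quantitative PCR, staining and reporter mice bear on it with other samples. Its quantitative PCR also measured Tconvs, and there Tff1 rose specifically in Tregs of injured lungs. In its Foxp3-Cre/Tff1-Flp/VeDTR mice, whose YFP label requires both drivers, YFP+CD4+ T cells appeared in lungs after BLM.

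Small RNA genes formed part of the 395 genes by their length. Few reads on small RNA genes is what the values show, since 29 of the 33 had fewer than 10 estimated reads in lung and none was over 20-fold higher with at least 3 reads in each library. Of the 362 other genes of the list, 250 stayed over 20-fold higher, which argues against few reads for most of them, and the rest fell under 20-fold or have no known length.

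The Il5-expressing cluster in Supplementary Figure 1C shares feature genes with the lung library. Its 9 feature genes had a median log2 ratio of 4.33 (3.80 with at least 3 reads in each library), and 5 were over 20-fold higher in lung. RNA of a cell cluster with Il5 may therefore be present, but it cannot be told apart from expression by lung Tregs, because 5 of the 9 genes, among them Areg and Ctla2a, are also in Supplementary Table 1 or 2. Calca was at 5.72 FPKM in lung and 0.144 in spleen, and Hlf at 2.01 and 0.0884. Gata3, at 77.3 and 69.1, and Il2ra, which was lower in lung, did not follow. Both were already high in spleen, Il2ra at 89.4 FPKM, so a small amount of such RNA would change them little and they do not argue against this source.

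The other clusters read from that figure had medians of 4.06 (C1qa), -1.11 (Cd79a) and 0.75 (Nkg7), and all 10 genes of the S100a8 cluster were higher in lung. Among the marker lists not given elsewhere, NK and CD8 genes had a median of 0.62 at percentile 93.4, and erythroid genes of -5.70 at percentile 0.70 over 3 genes, or -3.10 with at least 3 reads in each library.

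Of the 4 genes in both Supplementary Tables 1 and 2 that the bulk list lacks, Ccr3 was 19.1-fold lower in lung, at 0.554 FPKM against 10.6 in spleen. Dhrs3 and Hspa2 were 7.53-fold and 5.01-fold higher, and Dst was at 3.14 FPKM in lung and 2.41 in spleen. The tables compare lung cells with each other, so they are not measures of the same contrast.

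Il1rl1, which encodes ST2, was 10.5-fold higher in the lung library after BLM, at 25.8 FPKM against 2.46. It is also a feature gene of the Il5-expressing cluster, so RNA of that cluster cannot be told apart from expression by Tregs. The paper's measurement of ST2 is in naïve mice. Tgfb1 was at 4.05 FPKM in lung and 7.88 in spleen, Cd80 at 5.52 and 2.46, and Cd86 at 45.9 and 34.1. Il33 was listed at 0 in both.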
